# Counting pseudoalignments to novel splicing events

**DOI:** 10.1093/bioinformatics/btad419

**Published:** 2023-07-11

**Authors:** Luka Borozan, Francisca Rojas Ringeling, Shao-Yen Kao, Elena Nikonova, Pablo Monteagudo-Mesas, Domagoj Matijević, Maria L Spletter, Stefan Canzar

## Abstract

**Motivation:**

Alternative splicing (AS) of introns from pre-mRNA produces diverse sets of transcripts across cell types and tissues, but is also dysregulated in many diseases. Alignment-free computational methods have greatly accelerated the quantification of mRNA transcripts from short RNA-seq reads, but they inherently rely on a catalog of known transcripts and might miss novel, disease-specific splicing events. By contrast, alignment of reads to the genome can effectively identify novel exonic segments and introns. Event-based methods then count how many reads align to predefined features. However, an alignment is more expensive to compute and constitutes a bottleneck in many AS analysis methods.

**Results:**

Here, we propose fortuna, a method that guesses novel combinations of annotated splice sites to create transcript fragments. It then pseudoaligns reads to fragments using kallisto and efficiently derives counts of the most elementary splicing units from kallisto’s equivalence classes. These counts can be directly used for AS analysis or summarized to larger units as used by other widely applied methods. In experiments on synthetic and real data, fortuna was around 7× faster than traditional align and count approaches, and was able to analyze almost 300 million reads in just 15 min when using four threads. It mapped reads containing mismatches more accurately across novel junctions and found more reads supporting aberrant splicing events in patients with autism spectrum disorder than existing methods. We further used fortuna to identify novel, tissue-specific splicing events in *Drosophila*.

**Availability and implementation:**

fortuna source code is available at https://github.com/canzarlab/fortuna.

## 1 Introduction

Intronic sequences need to be removed, or spliced, from a transcribed pre-mRNA to produce mature mRNA. Introns can be spliced in alternative ways from the same pre-mRNA to produce distinct combinations of exons in different mRNA transcript variants. This alternative splicing (AS) contributes to the diversity of transcriptomes and proteomes across cell types, tissues, and developmental stages. Aberrant splicing, for example caused by human genomic variants, is prevalent in various diseases, including cancer and neurological disorders (Titus *et al.* 2021). The identification of expressed transcript variants and their roles in normal development and disease is still a field of open investigation. RNA sequencing (RNA-seq) is the preferred technology to study expressed transcript variants.

The quantification of full-length transcripts from short reads produced by RNA-seq is facilitated by the rapid pseudoalignment of reads to known transcripts by methods such as kallisto (Bray *et al.* 2016) and salmon (Patro *et al.* 2017). Instead of performing a computationally expensive alignment between all reads and all transcript sequences, a pseudoalignment simply determines the set of compatible transcripts each read could have originated from. However, pseudoalignment-based analysis as introduced in Bray *et al.* (2016) is defined with respect to known transcripts and will not only miss novel or disease-specific splicing events, but unmappped or mismapped reads from novel junctions can also affect downstream quantification of annotated features.

The differential usage of individual exons, on the other hand, can be detected by methods such as DEXSeq (Anders *et al.* 2012) without making any assumptions about how exons have been combined in potentially novel transcripts. More generally, most event-based methods such as SplAdder (Kahles *et al.* 2016) and rMATS (Shen *et al.* 2014) first summarize reads by counting how many of them support the inclusion of transcript “building blocks” that are assumed indivisible. To identify and quantify potentially novel compositions of such building blocks, reads first need to be aligned to their corresponding sequences. Although such an alignment effectively enables the detection of novel exonic segments and novel splice sites and introns, it imposes a computational bottleneck (Bray *et al.* 2016, Sterne-Weiler *et al.* 2018).

Here, we make use of the fact that a large number of novel introns found in human and other well-annotated species typically do not gap arbitrary stretches of nucleotides in the genome, but rather re-use known splice sites. For example, using recount3 (Wilks *et al.* 2021), a resource that compiles hundreds of thousands of public human and mouse RNA-seq samples, Wilks *et al.* (2021) reported that 31.3% of novel human junctions in the Sequence Read Archive (SRA) combine known splice sites. In only 15.6% of novel junctions, neither donor nor acceptor appeared in the annotation. Among splice junctions that appear in at least 20% of SRA run accessions, almost every second of novel junctions contained exclusively annotated splice sites.

Recognizing the limitation of fast pseudoalignment-based methods to predefined transcript annotations on the one hand, and the high computational cost incurred by more accurate, event-based methods on the other, Whippet (Sterne-Weiler *et al.* 2018) implements a new transcriptome index for fast alignment across novel junctions between annotated splice sites. The index records *k*-mers flanking all combinations of annotated donors and acceptors. This reliance on *k*-mers makes Whippet sensitive to mismatches near splice sites and requires reads across splice junctions to have a minimum overhang of *k*. Furthermore, the heuristic pruning of the search space might eliminate true hits of reads. Connecting all annotated donor and acceptor sites to be able to detect novel junctions has also been proposed by other (alignment-based) methods such as ASGAL (Denti *et al.* 2018). Its high computational cost, however, makes ASGAL suitable for the analysis of single genes or a small set of target genes.

In fortuna, we therefore take a different approach and pseudoalign reads to longer transcript fragments that join splice junctions. A similar idea was adopted by Yanagi (Gunady *et al.* 2019), but it is limited to annotated transcripts. It extracts transcript segments only across annotated splice junctions and can thus not identify novel events. By contrast, we assemble fragments by “guessing” novel introns that combine annotated splice sites in novel, biologically motivated ways. From pseudoalignments we derive counts of the most elementary splicing units which correspond to the number of reads with distinct splicing patterns that were obtained from an extended, well-defined catalog of transcripts. These counts can then be directly used for AS analysis or summarized to larger units such as those used by DEXSeq. In addition, fortuna optionally incorporates novel splice sites identified by STAR (Dobin *et al.* 2013) or any other spliced aligner and annotates all splicing events implied by novel introns.

In experiments on synthetic and real data, we demonstrate a substantial speed advantage of fortuna compared to traditional align and count approaches. We further show that fortuna more accurately maps reads across novel introns in challenging scenarios when reads contain mismatches or span multiple junctions. We use fortuna to catalog thousands of novel splicing events in different *Drosophila* pupal tissues.

## 2 Materials and methods

The steps that fortuna takes to quantify unambiguous building blocks of transcripts and to detect and annotate novel splicing events are illustrated in Fig. 1. fortuna starts (A) by “guessing” novel transcripts based on annotated splice sites (Section 2.2). It then (B) creates a set of sequence fragments of annotated and guessed novel transcripts that contain all possible combinations of unspliced exonic segments. We design this fragment set to be small with little sequence overlap to reduce required computational resources (described formally in Section 2.3). From this set of fragments we build a kallisto index (C) and use it to efficiently pseudoalign reads to fragments (D), which yields counts of the most elementary splicing units (*signature counts*, introduced in the next Section). Optionally, fortuna can further incorporate novel splice sites (e.g. exonic segment $s_{2}$) identified by any spliced aligner from reads that remained unmapped in step (D), but does not attempt to assemble them to novel exons. Computed counts can be directly used for alternative splicing (AS) analysis or added up to larger units such as those used by DEXSeq (E1). In addition, fortuna annotates all novel events (E2) based on precise definitions of event types (Section 2.4).

**Figure 1.**
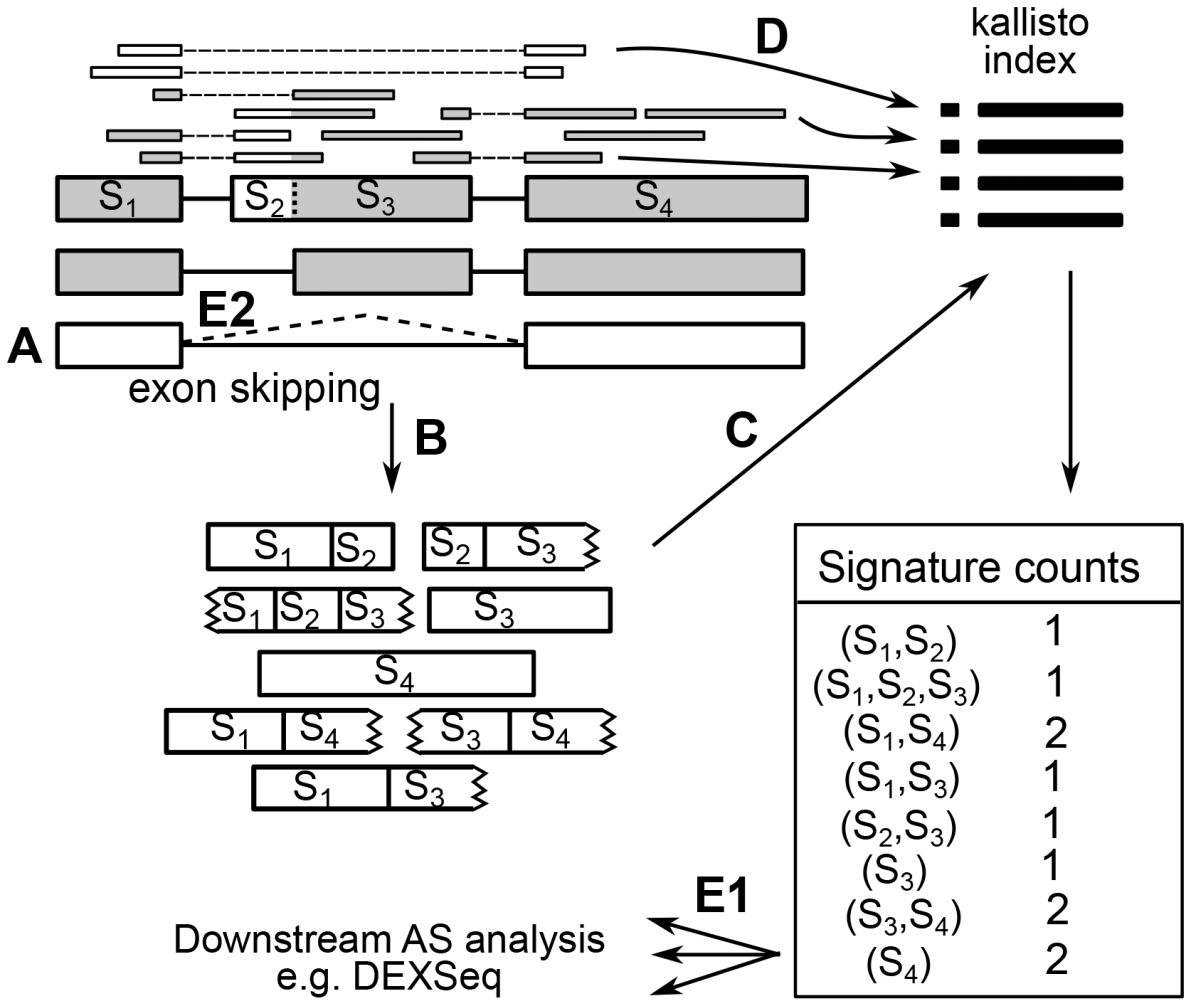
fortuna overview. Detailed description in the main text

### 2.1 Equivalent mapping signatures

Short reads can be summarized with respect to a catalog of known transcripts by grouping them according to the set of transcripts they could have originated from. kallisto (Bray *et al.* 2016), for instance, considers two reads equivalent if they are compatible with the exact same set of transcripts. The red reads, dark blue reads, and the two spliced green reads in Fig. 2 are compatible with annotated transcripts $t_{1}$ and $t_{2}$ and are thus pairwise equivalent. kallisto then summarizes read data by the sizes of the resulting equivalence classes, often referred to as transcript compatibility counts (TCCs). Reads from the previous example would thus form an equivalence class of size 7. This data summary can serve as input to an EM algorithm to quantify known transcripts (Bray *et al.* 2016), or can be directly compared between conditions (Soneson *et al.* 2016, Cmero *et al.* 2019), or single cells (Ntranos *et al.* 2016).

**Figure 2.**
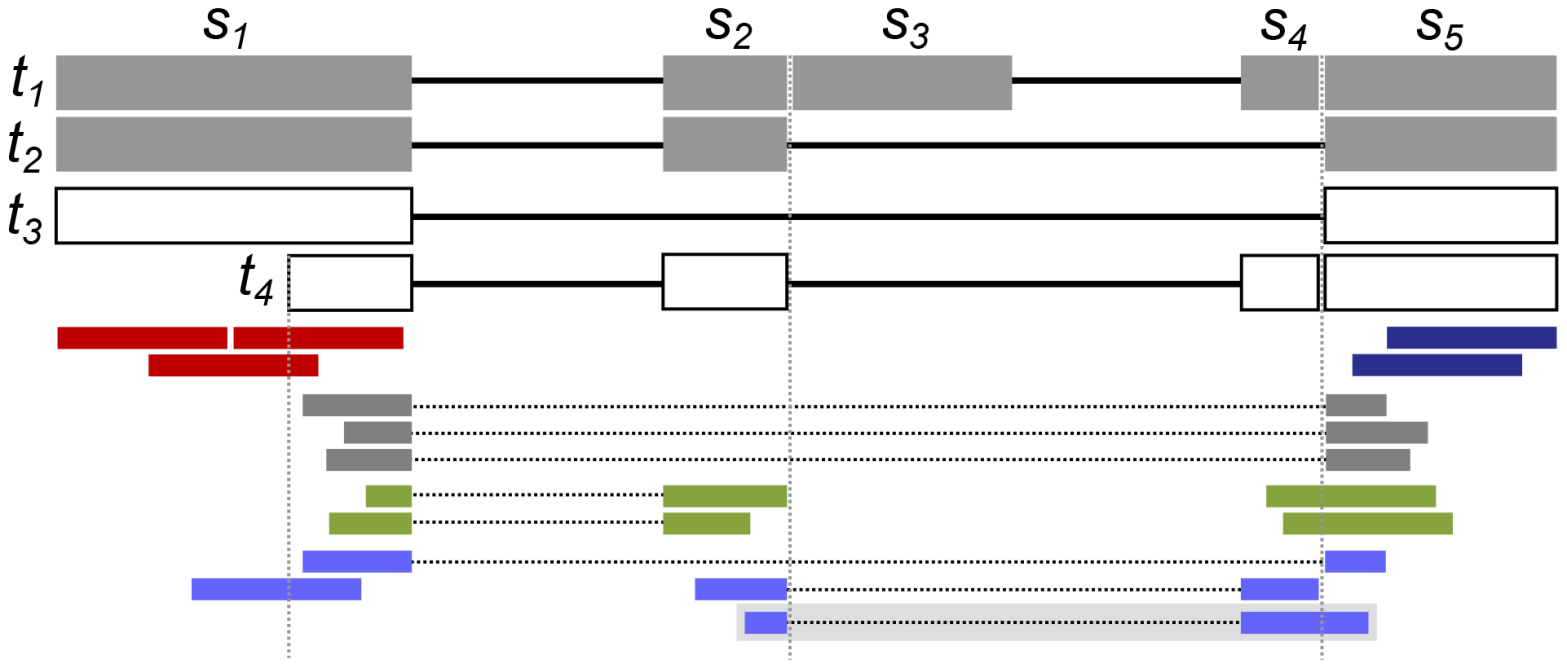
In this example, transcripts $t_{1}$ and $t_{2}$ are assumed to be annotated, while $t_{3}$ and $t_{4}$ are novel. $t_{1}$ and $t_{2}$ partition exons into subexons $s_{1}$–$s_{5}$. Red, dark blue, and spliced green reads are considered pairwise equivalent by kallisto, while Yanagi distinguishes red and dark blue reads in distinct counts. Gray reads from novel junction are ignored in kallisto and Yanagi. DEXSeq counts reads overlapping individual subexons, while Yanagi summarizes red and spliced green reads into a single counting bin. fortuna refines counting bins to mapping signatures, such as (2,4,5) in the case of the shaded blue read

TCCs by definition rely on known transcripts. Reads obtained from novel transcripts may be ignored, such as the gray reads from novel transcript $t_{3}$ in Fig. 2, or transcripts missing in the annotation may cause mixing of nonequivalent reads, e.g. red and spliced green reads. Another tool Yanagi (Gunady *et al.* 2019) therefore separates alternatively spliced gene regions into distinct counting bins, such that shifts in counts caused by transcripts that combine distant splicing events in novel ways can be detected. For example, an increase in expression of unknown transcript $t_{4}$ in Fig. 2 can yield more reads of the dark blue type but not of the red type, which will be reflected in Yanagi’s distinct counts.

Novel junctions, however, even across annotated splice sites, would still be missed by Yanagi (e.g. gray reads in Fig. 2) and nonequivalent reads may incorrectly be summarized in the same counting bin (red and spliced green reads in Fig. 2). Methods such as DEXSeq (Anders *et al.* 2012) therefore subdivide exons into smaller units that transcripts could combine in novel ways. A set of transcripts naturally partitions exons into the smallest possible segments, or *subexons*, that are bounded by splice sites or transcription start and end sites [introduced previously as, e.g., *segments* (Feng *et al.* 2011) or *blocks* (Beretta *et al.* 2014)]. For example, transcripts $t_{1}$ and $t_{2}$ in Fig. 2 imply subexons $s_{1}$ through $s_{5}$. DEXSeq then counts the overlapping number of aligned reads for every such subexon. Gray reads, for example, contribute a count of 3 to both $s_{1}$ and $s_{5}$. The possible contribution of a single read to counts of multiple subexons could introduce ambiguities in the DEXSeq analysis. Instead, a different approach has been developed to address this problem by considering two reads equivalent if they overlap the exact same sequence of subexons. This preserves as much information as possible about potentially novel connectivity of subexons in transcripts. For instance, the shaded blue read in Fig. 2 overlaps subexons $s_{2}$, $s_{4}$, and $s_{5}$, in this order, and can be generated only by the splicing pattern of $t_{4}$, even though each of the three subexons occur in multiple transcripts. These *(sub)exon paths* were originally introduced in Rossell *et al.* (2014), and have since been used in various splicing analysis methods (e.g. Canzar *et al.* 2016, Alqassem *et al.* 2021).

To more formally state this concept as applied in this work, let a given gene be subdivided into subexons $s_{1},s_{2},\ldots ,s_{n}$, consecutively numbered in increasing order of their genomic coordinates. Then the *mapping signature* of a read *r* denotes the increasing sequence of indices of subexons ${ı}_{r}=(i_{1},i_{2},\ldots )$ read *r* overlaps, such as (2,4,5) in the case of the shaded read in Fig. 2. Then, two reads *r* and $r^{\prime }$ are equivalent if their mapping signatures are identical, i.e. if ${ı}_{r}={ı}_{r^{\prime }}$. We refer to the sizes of the resulting equivalence classes as *signature counts.* Mapping signatures can naturally be extended to paired-end reads. A read pair $r=(r_{1},r_{2})$ has signature $\left({ı}_{r_{1}},{ı}_{r_{2}}\right)$. Two paired-end reads $\left(r_{1},r_{2}\right)$ and $\left(r_{1}^{\prime },r_{2}^{\prime }\right)$ are equivalent if ${ı}_{r_{1}}={ı}_{r_{1}^{\prime }}$ and ${ı}_{r_{2}}={ı}_{r_{2}^{\prime }}$. In the remainder of this work, we restrict the discussion to single-end reads. We describe how fortuna processes paired-end reads in Section 3.4 and discuss the limitation of this approach in Section 4. To simplify notation, we drop the read subscript where the meaning is clear from the context. We similarly model both exons and transcripts as sequences of subexons and denote the sequence of subexon indices that define exon *e* or transcript *t* as ${ı}_{e}$ or ${ı}_{t}$, respectively. We alternatively treat transcripts as sequences of exons and point out the distinction where necessary.

Signature counts computed by fortuna contain sufficient information to allow conversion to other count types without processing raw reads or their alignments, while the reverse is not true. The set of compatible transcripts, and thus the equivalence class of a read as defined by kallisto can be computed from the read’s mapping signature ı as where t(s) denotes the set of transcripts subexon *s* is contained in and $\bar{ı}$ contains subexons that lie between the first and last subexon of ı but are not in ı. Yanagi’s equivalence classes can be obtained by merging overlapping mapping signatures that are compatible with the same set of (annotated) transcripts. In Fig. 2, for instance, red reads [signature (1)] and spliced green reads [signature (1,2)], would be combined into a single counting class, given that transcript $t_{3}$ with its novel junction is missing in the annotation. To generate counts as used in DEXSeq, for every subexon *s* we simply add all counts of mapping signatures that contain *s*. Finally, signature counts can be summed to quantify the elements of splicing graphs. SplAdder, for example, represents subexons and their connections by introns as nodes and edges in a *segment graph*. SplAdder quantifies individual nodes and edges, and thus does not allow reconstruction of mapping signatures which correspond to more complex combinations of elements, e.g. more than one intron, in the segment graph.

$$\underset{i\in ı}{\cap }t(s_{i})\;\setminus \;\underset{i\in \bar{ı}}{\cup }t(s_{i}),$$

### 2.2 Guessing alternative processing of pre-mRNA

Pseudoalignments computed by methods such as kallisto rely on a set of annotated transcripts. Reads are compared to this annotated catalog to determine from which transcript they could have potentially originated. Here, we conceptually extend such an annotated set of transcripts *T* to include additional, undocumented alternative splicing events. For a gene *g*, let $T_{g}$ be the set of transcripts annotated for *g*. In virtual transcriptome $T_{g}^{as}$, we extend $T_{g}$ by transcripts that can be derived from transcripts in $T_{g}$ by alternatively splicing its exons using known donor and acceptor sites. More precisely, $T_{g}^{as}$ additionally contains all transcripts $t^{\prime }$ that can be generated from a transcript $t\in T_{g}$ by skipping exons in *t* and by modifying the boundaries of the remaining exons consistently with donor and acceptor sites contained in other transcripts in $T_{g}$.

For example, novel transcript $t_{3}$ in Fig. 2 is contained in $T_{g}^{as}$, since its novel junction can be obtained by skipping an exon in $t_{2}$. The sequence of introns in $t_{4}$, i.e. its *intron chain*, is also contained in $T_{g}^{as}$, since its junctions either match a junction in $t_{2}$ or combine a donor site in $t_{2}$ with an acceptor in $t_{1}$. Note that transcript $t_{4}$ also uses a novel transcription start site, which we do not attempt to infer in fortuna. More formally, set $T_{g}^{as}$ contains all transcripts that satisfy the following:

Definition 1 (Virtual transcriptome $T_{g}^{as}$). $T_{g}^{as}$  *contains all transcripts* $t^{\prime }$  *such that*

*(a)* *there exists a transcript* $t\in T_{g}$  *such that every exon e of* $t^{\prime }$  *has nonempty overlap with t, and* $t^{\prime }$  *contains the same transcript start site (TSS) and transcription end site (TES) as t*,
*(b)* *no two “touching” exons from different transcripts can be merged [see property (i) of* $T_{g}^{ap}$  *in Supplementary Section S2.1]*,
*(c)* $t^{\prime }$  *contains only annotated donor and acceptor sites [see property (ii) of* $T_{g}^{ap}$  *in Supplementary Section S2.1]*.

Transcripts $t_{3}-t_{6}$ in Supplementary Fig. S1 are examples of novel transcripts created in $T_{g}^{as}$. Supplementary Fig. S2 shows examples of transcripts that are not contained in $T_{g}^{as}$, because they violate property (b) (transcript $t_{3}$) or property (c) (transcript $t_{4}$.). In virtual transcriptome $T_{g}^{ap}$ we mimic more general alternative processing of pre-mRNA, including splicing, 5’ end capping, and 3’ end cleavage. In contrast to $T_{g}^{as}$, annotated splice sites can be combined in novel ways without restriction to the (modified) exons of a reference transcripts and the genomic region bounded by its TSS and TES. The formal definition of virtual transcriptome $T_{g}^{ap}$ can be found in Supplementary Section S2.1. It holds that $T_{g}\subset T_{g}^{as}\subset T_{g}^{ap}$. Transcript $t_{7}$ in Supplementary Fig. S1, for instance, is contained in $T_{g}^{ap}$ but not in $T_{g}^{as}$ since it combines exons from different transcripts.

The guessing of novel transcripts in virtual transcriptomes introduces new combinations of annotated splice sites, but the detection of novel splice sites requires a conventional spliced alignment of reads. fortuna optionally incorporates novel splice sites found by a spliced aligner as described in Supplementary Section S2.3.

### 2.3 Transcript fragments

fortuna never explicitly constructs virtual transcriptomes, but counts mapping signatures that are compatible with fragments extracted from them. Given a read length *l* and a transcriptome *T* (or one of its extensions $T^{as}$ or $T^{ap}$), we define the set of signatures that can have a nonzero count as *feasible signatures*. In other words, a signature ı is feasible if a read of length *l* can be obtained from a transcript in *T*, such that it overlaps exactly subexons in ı. More formally, let $ı\subseteq {ı}^{\prime }$ denote ı to be a subsequence of ${ı}^{\prime }$, and let ı ⊆c ı′ specify a contiguous subsequence ı of ${ı}^{\prime }$. For instance, (1,3)⊆(1,2,3) but $\left(1,3){⊈}_{c}(1,2,3\right)$, while $\left(1,2)\subseteq_{c}(1,2,3\right)$.

Definition 2 (feasible signature). *Let l be the read length and T the set of transcripts. A sequence* ı  *of subexons in T is a feasible signature if and only if it satisfies:*

($f_{1}$) *There must exist a transcript* t∈T  *such that* ı ⊆c ıt.

($f_{2}$) *A read of length l can be sampled from* ı*:* $\sum_{i\in ı}|s_{i}|\geq l.$

($f_{3}$) *If* $ı=(i_{1},\ldots ,i_{m})$  *with* m≥3*, a read of length l must be able to cover all subexons:*

 

$$\sum_{j=2}^{m-1}|s_{i_{j}}|\leq l-2.$$

A read contained in the equivalence class of a feasible signature $ı=(i_{1},\ldots ,i_{m})$ fully covers all subexons $s_{i_{j}}$ with 1<j<m, but may overlap first and last subexons $s_{i_{1}}$ and $s_{i_{m}}$ only partially. More specifically, let $5^{\prime }(s)$ and $3^{\prime }(s)$ denote the genomic coordinate of the first and last nucleotide in subexon *s*, respectively. Then the leftmost nucleotide $5_{l}^{\prime }(ı)$ a read of length *l* can cover in $s_{1}$ and the rightmost nucleotide $3_{l}^{\prime }(ı)$ it can cover in $s_{n}$ are specified by Equations (1) and (2) in Supplementary Section S2.2. We denote by [*i*, *j*] the genomic sequence from coordinate *i* to (including) coordinate *j* and, with a slight abuse of notation, by $\left[s]:=[5^{\prime }(s),3^{\prime }(s)\right]$ the genomic sequence of subexon *s*. Then the minimal nucleotide sequence f(ı) such that every possible read with mapping signature $ı=(i_{1},\ldots ,i_{m})$, for m>1, maps to f(ı) is: where “⋅” denotes the concatenation of nucleotide sequences. For m=1, $f(ı)=[s_{i_{1}}]$. Note that f(ı) is a fragment of a transcript in *T* due to the property $f_{1}$ in Definition 2. Therefore, to determine the mapping signatures of all reads of length *l* obtained from transcripts in *T*, we need to contiguously map them to transcript fragments in the following set *F*:

$$f(ı)=[5_{l}^{\prime }(ı),3^{\prime }(s_{i_{1}})]\cdot [s_{i_{2}}]\cdot \;\ldots \;\cdot [s_{i_{m-1}}]\cdot [5^{\prime }(s_{i_{m}}),3_{l}^{\prime }(ı)],$$

(1) $$F_{1:1}:=\{f(ı)|ı\;\text{is feasible signature given}\;T,l\}$$

A read that maps to a fragment f(ı) in $F_{1:1}$ has mapping signature ı, and $f^{-1}$ is encoded in the fragment name. Set $F_{1:1}$ will contain many fragments that overlap in their sequence, as illustrated in Supplementary Fig. S3. Redundant sequences can be removed by eliminating all signatures that are contained in other signatures, to obtain fragment set $F_{\max}$ (Equation 3, Supplementary Section S2.2). In contrast to $F_{1:1}$, sequences of boundary subexons are included in full in the definition of $F_{\max}$ to include all nucleotide sequences corresponding to contained signatures. Supplementary Section S2.2 contains a description of the algorithm to compute $F_{1:1}$ and $F_{\max}$.

Supplementary Figure S3 demonstrates that $F_{\max}$ can contain a substantially smaller number of fragments than $F_{1:1}$. Since there is no longer a one-to-one correspondence between fragments in $F_{\max}$ and feasible signatures, the precise equivalence class a read *r* belongs to needs to be computed by a linear scan through the subexons the fragment is composed of. Fragments in $F_{\max}$ may mutually overlap in their boundary subexons $s_{i_{1}}$ or $s_{i_{m}}$ that are included in their entire length irrespective of read length (e.g. subexon $s_{7}$ in Supplementary Fig. S3). We therefore reduce sequence overlap by including sufficiently long subexons as singleton fragments which in turn allows us to trim sequences at the end of the remaining fragments to at most l−1 bases in the first and last subexons. This trimming strategy ensures that every mapping that overlaps $s_{i_{1}}$ or $s_{i_{m}}$ also overlaps $s_{i_{2}}$ or $s_{i_{m-1}}$, respectively, and thus does not conflict with mappings to singleton $s_{i_{1}}$ and $s_{i_{m}}$. The trimming of fragments and the final set of fragments *F* generated by fortuna are formally specified in Supplementary Section S2.2.

Theorem 1. *Let* s(f)  *denote the (maximal) feasible signature that gave rise to fragment* f∈F*. Given read length l and transcriptome T, the set of transcript fragments F is correct and complete in the following sense:*

*(1)* *F only contains sequences that can be derived from transcripts in T, namely* ∀f∈F ∃t∈T  *such that* $s(f)\subseteq_{c}{ı}_{t}$.
*(2)* *Any read of length l sampled from a transcript in T can be mapped to some* f∈F.

The proof of Theorem 1 can be found in Supplementary Section S2.2.

### 2.4 Alternative splicing events

fortuna classifies every novel intron implied by a mapping signature as one of the following types of alternative splicing: (Multi-)exon skipping, alternative donor, alternative acceptor, alternative donor-acceptor pair, novel intron in exon [or *exitron* (Wang *et al.* 2021)], and intron retention. Similar to AStalavista (Foissac and Sammeth 2007), we compare a novel intron pairwise to every annotated transcript *t* to identify the implied event type. For formal definitions of events, see Supplementary Section S2.4. Note that the same intron can imply different types of events with respect to different transcripts.

Since fortuna does not attempt to assemble novel exons, it conservatively labels reads as *intron retention* only if they overlap intronic sequences that are not part of any annotated transcript, and within which no further splicing was observed (Supplementary Section S2.4).

All reads that do not satisfy the conditions of the above event types are classified as *unknown* by fortuna. Reads with unknown splicing status were either obtained from novel exons or span novel introns that overlap at most one exon in any given transcript. Both cases would require an assembly of reads to be correctly classified. Figure 3 (and Supplementary Fig. S4) illustrates all event types.

**Figure 3.**
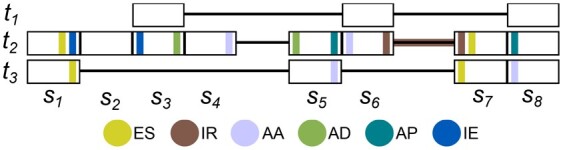
Illustration of splicing event definitions. Transcripts $t_{1},t_{2},t_{3}$ imply subexons $s_{1},\ldots ,s_{8}$. Subexons are colored according to the event type the corresponding (novel) splice junction defines. In this example, mapping signature (1,7) defines a classical exon skipping (ES) with respect to $t_{3}$, and a nonclassical ES wrt $t_{2}$. (3,5) spans an alternative donor (AD) wrt $t_{2}$, (4,6) an alternative acceptor (AA) wrt $t_{2}$, (5,8) an alternative donor-acceptor pair (AP) wrt $t_{2}$ and an alternative acceptor wrt $t_{3}$, (1,3) a novel intron in exon (IE) wrt $t_{2}$, while the subexons $s_{6}$ and $s_{7}$ including the intron between them constitute a novel intron retention (IR)

## 3 Results

### 3.1 fortuna more accurately detects novel splice junctions than existing methods

In this section we evaluate the accuracy of fortuna and alternative methods in identifying novel junctions between annotated splice sites. We used FluxSimulator (Griebel *et al.* 2012) to generate two simulated data sets containing 80 million reads of length 75 and 100 bp. Reads were obtained from human transcripts annotated in NCBI’s RefSeq database (release 109) and included sequencing errors according to an Illumina error profile predefined by FluxSimulator. To mimic an incomplete catalogue of known splice junctions, we used AStalavista (Foissac and Sammeth 2007) to identify exon skipping events and alternative acceptor and donor sites in our simulated data sets and subsequently removed all transcripts that supported such an event type, i.e. that contained the corresponding intron. Even though fortuna introduces more complex splicing alterations in its virtual transcriptomes, for ease of interpretability we focus the analysis on these simple, most abundant types of splicing events (Sammeth *et al.* 2008) that involve a single alternative splice site.

We then provided each method with the full read data, but only the partial transcript annotation. We benchmarked all methods with respect to simulated reads spanning novel junctions that re-combine annotated donor and acceptor sites. In both datasets (75 and 100 bp), we split this set of reads into error-free reads (234,432 and 302,409) and reads that contained at least one mismatch (75,594 and 141,213). Consistent with Srivastava *et al.* (2016), we consider a read a true positive if at least one of its alignments computed by a method matches its true origin across a novel junction. Accordingly, if none of its alignments matches its true origin, we define the read to be a false positive. We counted unmapped reads as false negatives. Based on these definitions, we report in Fig. 4 recall and precision on the 75-bp dataset comparing fortuna to methods Whippet and STAR, which are both able to map reads to novel junctions. STAR is a general purpose spliced aligner whose output is typically utilized by specialized AS analysis methods such as LeafCutter (Li *et al.* 2018), rMATS (Shen *et al.* 2014), or SplAdder (Kahles *et al.* 2016). We ran STAR once in 1-pass and once in 2-pass mode using default options, and provided the same partial annotation during index generation as to all other methods. We let fortuna guess transcripts according to $T^{as}$ (see Definition 1). As expected, STAR run in 2-pass mode achieved slightly better results than its faster 1-pass variant. For error-free reads, STAR benefited from the second run mostly in terms of precision. When reads contained mismatches, the second STAR run also improved sensitivity. fortuna consistently detected novel junctions with the highest precision, with only a minor drop in sensitivity when inferring novel exons skipping or alternative donors from error-free reads. For reads containing mismatches, fortuna paired the highest sensitivity with the highest precision across event types. Whippet, on the other hand, detected the fewest reads across novel junctions, and mismatches caused its sensitivity to drop further to between 68% and 71%. A similar pattern can be observed for 100 bp long reads (Supplementary Fig. S5). Taking junction reads with and without errors together, fortuna consistently achieved highest recall and precision (Supplementary Table S1). The number of hits per read for STAR, Whippet, and fortuna were 1.02, 1.04, and 1.16, respectively, with a marginally higher value obtained by STAR in 2-pass mode than in 1-pass mode. Even when considering only annotated junctions, their explicit construction by fortuna facilitates the mapping of reads across them (Supplementary Fig. S6, Supplementary Table S2). As expected, in this setting the two-pass mode does not provide any advantage for STAR. We have also compared fortuna to ASGAL (Denti *et al.* 2018), a spliced aligner that is able to detect novel splicing events. Consistent with other methods in this benchmark, we evaluated the alignments across novel junctions produced by ASGAL and ignored the subsequent event identification step. ASGAL aligns reads with a competitive precision but achieves substantially smaller recall values, especially when reads contain mismatches (Supplementary Table S1). For genome-wide analysis, ASGAL relies on Salmon (Patro *et al.* 2017) to split input reads into one instance per gene. This might leave some reads from novel junctions unmapped (Denti *et al.* 2018) potentially causing a drop in recall. Due to recall values that lie far outside of the shown range, we did not include ASGAL in Fig. 4 and Supplementary Fig. S5. ASGAL was designed to run on a single gene or a small set of target genes. For the genome-wide analysis on the two simulated datasets, ASGAL took more than 32 h. Because of its excessive running time and its different intended use we exclude it from the following experiments, which involve more than three times larger datasets.

**Figure 4.**
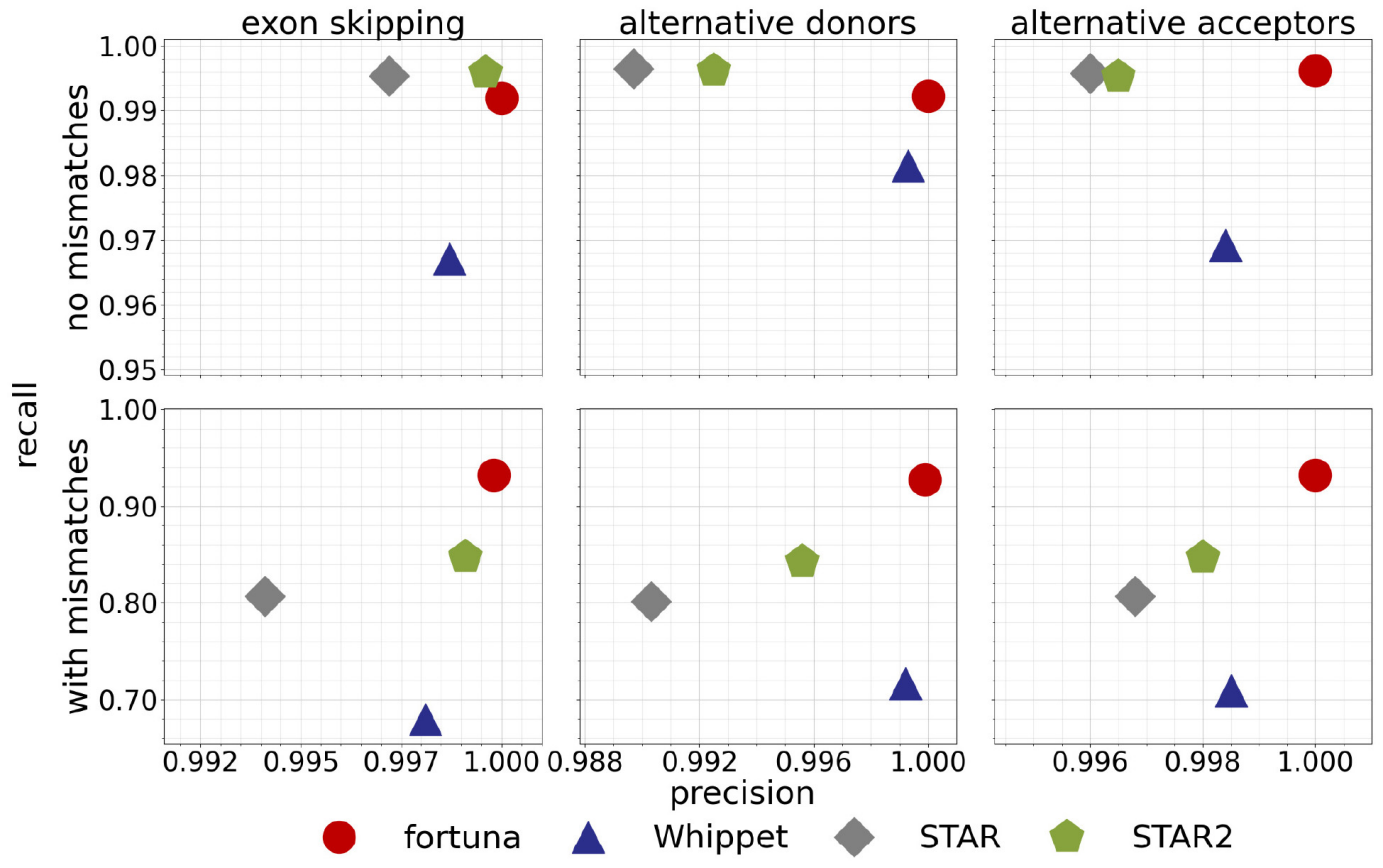
Precision and recall in finding novel junctions between annotated splice sites. Results of fortuna, Whippet, STAR and STAR with two-pass mode (STAR2) are shown for the simulated dataset with 75 bp reads. Reads were split into error-free reads (upper row) and reads containing mismatches (bottom row). Results are stratified by event type (columns)

### 3.2 fortuna finds more reads supporting aberrant splicing events in patients with autism spectrum disorder

Noncoding genetic variants that disrupt mRNA splicing play an important role in rare genetic diseases (Cooper *et al.* 2009). In Jaganathan *et al.* (2019), the authors identified a set of *de novo* mutations that they predicted to alter splicing in individuals with intellectual disability or autism spectrum disorder (ASD). The authors validated 21 aberrant splicing events associated with the predicted *de novo* mutations based on RNA-seq reads spanning the affected splice junction(s). Here we use fortuna to re-align reads from RNA-seq experiments performed in Jaganathan *et al.* (2019) on peripheral blood-derived lymphoblastoid cell lines from individuals with ASD. We compared the number of reads supporting the aberrant splicing events found by fortuna to the original study as well as to the number of reads found by STAR and Whippet. STAR was run with default options and was provided the same transcript annotation (RefSeq, release 109) during index generation as fortuna and Whippet. fortuna was run to guess novel transcripts according to the definition of transcriptome $T^{as}$ (Definition 1 in Section 2.2). In fortuna we only retained the single alignment designated as primary by kallisto. The eight aberrant exon skipping events reported in Jaganathan *et al.* (2019) correspond to the eight RNA-seq samples listed in Supplementary Table S3. We excluded sample 28, as the exon skipping event in this sample is contained in the RefSeq annotation used in our experiments. Across exon skipping events, the three methods agree on a large fraction of junction spanning reads (Supplementary Fig. S7). The original publication (Jaganathan *et al.* 2019) used OLego (Wu *et al.* 2013) to align reads. Jaganathan *et al.* (2019) tried to eliminate OLego’s reference bias caused by its dependence on splicing motifs, but overall fewer supporting reads were found possibly due to disrupted motifs (Supplementary Table S3). On the skipping event in sample 20, STAR and fortuna agreed on a large number of reads (196) which remained unmapped by Whippet. Across events, fortuna detected the largest number of supporting reads, with a substantial number of reads uniquely found by fortuna in all but two samples. Conversely, each read mapped by STAR across one of the aberrantly spliced novel junctions was identically mapped by fortuna. Visual inspection of reads mapped uniquely by fortuna revealed that all but 35 reads in sample 36 spanned at least two introns, which makes them particularly challenging to identify. The remaining 35 reads were mapped uniquely by fortuna across the aberrantly spliced intron reported in Jaganathan *et al.* (2019). This shows that fortuna has a higher sensitivity to detect difficult AS events, and outperforms other analysis tools.

The eight samples listed in Supplementary Table S4 contained novel acceptor or donor sites that fortuna detected using STAR in a second phase to align reads that were not mapped to annotated transcripts or novel donor and acceptor combinations guessed by fortuna (option—refine, see Supplementary Section S2.3). As expected, fortuna and STAR agreed on the exact set of supporting reads, while Whippet was not able to identify any such read (Supplementary Table S4). To be able to detect novel splice sites, Whippet needs to be provided with the (full) alignments of reads previously computed by a conventional read mapper such as STAR, which, in contrast to fortuna, eliminates its original speed advantage over traditional alignment methods. Compared to STAR alignments, only ∼2% of novel junctions between annotated splice sites were missed by fortuna (Supplementary Table S5), which demonstrates the effectiveness of its underlying virtual transcriptome.

### 3.3 fortuna aligns and counts faster than existing methods

To examine the running time of fortuna as a function of the number of reads, we randomly sampled between 10% and 90% of reads in ASD sample 29, which contained ∼291 million 151 bp paired-end reads. CPU times were measured on a 2.30 GHz Intel^®^ Xeon^®^ E5-2697 v4 processors with 320 GB memory. STAR does not count reads in genomic features, and thus needs to be combined with counting methods such as SplAdder, sigcount (Canzar *et al.* 2016), htseq-count (Anders *et al.* 2015), or featureCounts (Liao *et al.* 2014). The latter two methods count reads that overlap any of a set of genomic intervals and thus cannot count reads that exactly overlap all intervals (here subexons) of a mapping signature. We therefore provide the total time required to run STAR (in faster 1-pass mode) combined with either SplAdder or sigcount, with a prior sorting and indexing of alignments using samtools (Li *et al.* 2009). sigcount is based on the exact same definition of signature counts and uses efficient algorithms and data structures implemented in the SeqAn library (Döring *et al.* 2008). SplAdder quantifies reads in (sub)exons and across introns but cannot distinguish more complex combinations of subexons. We included SplAdder in this benchmark since it was used in a large-scale study of alternative splicing in almost 9000 tumor samples (Kahles *et al.* 2018), and since signature counts used by fortuna can be converted in principle to exon/intron counts as used in SplAdder. We ran SplAdder with option –quantify-graph to omit the extraction of AS events. Consistent with previous experiments, fortuna was run to guess novel transcripts in $T^{as}$ (Definition 1).

Figure 5 demonstrates a clear speed advantage of alignment-free methods Whippet and fortuna compared to conventional align & count approaches. fortuna is more than two times faster than Whippet on all but the smallest sample size. In contrast to Whippet, fortuna can further benefit from multiple threads and was able to count 291 million reads with equivalent mapping signatures in around 15 min using just four threads. With the same number of threads, STAR (1-pass) combined with sigcount took 159 min and was thus still slower than Whippet using a single thread.

**Figure 5.**
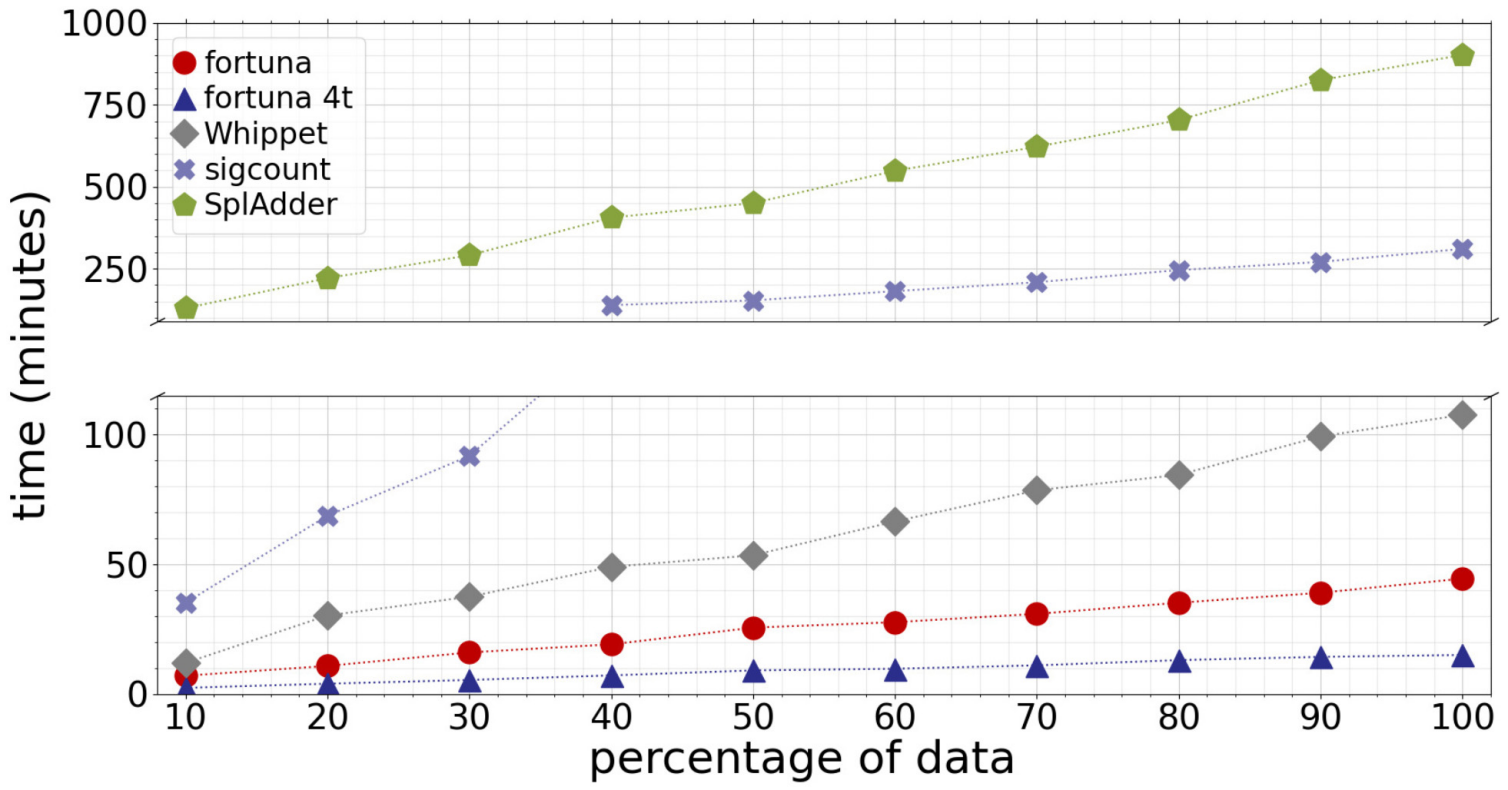
Running time in minutes of fortuna and competing methods on random subsamples of an ASD sample with 291 million reads

Supplementary Table S6 lists the total running times of all methods, which are further split into times required for alignment, sorting, and counting in Supplementary Table S7. As expected, running STAR in the more accurate 2-pass mode roughly doubled the time required for the alignment step. Note that fortuna and Whippet circumvent writing the (pseudo)alignments of reads to disk which can be time-consuming. In Supplementary Table S8, we report running times of fortuna and Whippet when making use of the option to output aligned reads in addition to counts. Peak memory usage was smallest for methods Whippet (2 GB) and kallisto (4 GB). fortuna used up to 24 GB of memory, compared to 29 GB for STAR. For a shorter read length of 75 bp as used in one of our simulations, fortuna’s peak memory usage decreased to below 10 GB.

In addition, we ran STAR on reads that fortuna was not able to map to transcripts in $T^{as}$ which we then used to refine signature counts (option –refine, see Supplementary Section S2.3). After providing fortuna with 291 million reads, STAR was run on ∼20 million unmapped reads, ∼3 million of which it successfully aligned in 25 min (single-threaded). The final partitioning of subexons and the adjustment of signature counts by fortuna took <2 min. This shows that fortuna can flexibly incorporate novel splice sites without sacrificing its core speed advantage.

Finally, we show in Supplementary Table S9 that the set of fragments *F* (equation (4), Supplementary Section S2.2) fortuna constructs is indeed smaller than $F_{1:1}$ (1) and contains less sequence redundancy than $F_{\max}$ (equation (3), Supplementary Section S2.2), and thus yields the best trade-off between running time and memory usage.

### 3.4 fortuna identifies novel, tissue-specific events in *Drosophila*

We next demonstrate the application of fortuna to gain novel, biologically relevant insight into tissue-specific splicing in the model organism *Drosophila*. 

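RNA was sequenced from 3 pupal tissues of wild-type Drosophila at 72 h after puparium formation. Indirect flight muscle (IFM) drives the wings, the brain was dissected, and the whole leg holds muscle beside epidermis, cuticle and nerves. Flies were raised at 27 °C, and each tissue has 2 replicate libraries, which the paper calls biological duplicates. The number of animals behind a library was not analysed here, so the p-values measure only the spread between these 6 libraries. fortuna pseudoaligns each read to transcript fragments guessed from the annotation and counts the reads over introns that the annotation lacks, called unannotated events here. The authors' deposited tables give the raw number of reads over each event, with its chromosome, start, end and type, for each library and read end. The types are exon skipping, alternative acceptor, alternative donor, alternative donor-acceptor pair, intron in exon, intron retention and a remainder. Both read ends were added, and both replicates were added wherever a tissue total is given. Coordinates are those of the BDGP6 build. The libraries hold 1798695 and 3507067 reads over unannotated events in IFM, 794567 and 608528 in brain and 569194 and 554656 in leg. These tables list only reads over such events, so the RPM of a whole library cannot be had from them. A threshold of 150 reads in a tissue total, which the paper sets at about 1 RPM, was used in its place. The authors' exon counts sum to between 67027529 and 177957985 per library, where a read over several exon bins counts in each. In total, 122483 unannotated events in 9196 genes had a read, 1354 events had no gene and 2839 had 2 or more genes. Read counts per event were compared with edgeR's quasi-likelihood test after TMM scaling, for the 16595 events with at least 50 reads over the 6 libraries. A normalized read count is the CPM over unannotated events after that scaling. In simulated changes between the IFM and leg libraries, the test recovered 0% of 2-fold, 56% of 4-fold, 92% of 8-fold and 100% of 16-fold changes, and called 8 of 14491 unchanged events. The changes were planted only in events with more reads than the filter demands, so recovery among the least read events is not covered. Confidence intervals are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules. The sample labels name GENEWIZ for the IFM libraries and LC Sciences for brain and leg, whereas the paper names LC Sciences for all, so by the labels a comparison with IFM carries the provider with the tissue.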

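Counts of unannotated events per gene differed between the tissues. With at least 150 reads, Ca-alpha1D, a voltage-gated calcium channel that lies on chromosome 2L from 16165831 to 16190540, held 44 events in IFM, 14 in brain and 5 in leg. Zasp52, a Z-disc protein on chromosome 2R from 15762565 to 15817004, held 33 in IFM, 1 in brain and 18 in leg. SERCA, the calcium pump of the sarcoplasmic reticulum, on chromosome 2R from 23925077 to 23935884, held 16 in IFM, 4 in brain and 21 in leg. nrv3, a subunit of the sodium-potassium pump in neurons, on chromosome 2L from 21380000 to 21393319, held 1 in IFM, 12 in brain and 0 in leg. In the IFM total, 84234 events in 8592 genes had at least 1 read, and 3525 events in 952 genes had at least 150. In brain, 74618 events in 7644 genes had a read and 1590 in 739 genes passed the threshold. Leg had 56217 events in 7110 genes, with 1004 in 432 genes past the threshold. At 750 reads, 921 events stayed in IFM, 119 in brain and 162 in leg. Single libraries held 60050 and 70410 events with a read in IFM, 58687 and 52054 in brain and 41277 and 39865 in leg. The IFM total has the most reads, and with a threshold scaled to each tissue's reads over unannotated events, IFM had 1956 events, brain 3265 and leg 2462. Those reads come from the events themselves, so this is not a scaling to library depth.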

We tested fortuna on paired-end RNA-seq data generated from different *Drosophila* pupal tissues, including dissected brain, indirect flight muscle (IFM) and whole leg. fortuna (pseudo-)aligned the two reads of each pair independently and reported the sum of counts over both ends. fortuna identified thousands of novel splicing events mapping to hundreds of genes in each tissue, even after stringent filtering (Fig. 6A). 

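Exon skipping mostly joined annotated splice sites, and introns inside exons mostly did not. By type, 2.64% of 95534 exon skipping events had a donor or acceptor outside the annotation. The share was 69.1% of 6028 alternative acceptors, 69.3% of 6448 alternative donors, 84.8% of 3821 donor-acceptor pairs and 89.7% of 5423 introns in exons. Each end was compared with the annotated donors and acceptors of the Ensembl annotation (BDGP6.54), for events with a strand and a transcript in it. In IFM, 9035 of 81422 events with a read used a site outside the annotation (11.1%, interval 10.9% to 11.3%), in brain 10022 of 72391 (13.8%, 13.6% to 14.1%) and in leg 6906 of 54644 (12.6%, 12.4% to 12.9%). An unannotated acceptor alone was found in 4.67% of IFM events, 5.81% of brain events and 5.29% of leg events, and an unannotated donor alone in 3.38%, 4.93% and 4.30%. Among events with at least 150 reads the share was 4.41% in IFM, 4.95% in brain and 5.48% in leg.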

About 10% of these events utilize novel splice acceptors or donors, while the majority reflect novel junctions between annotated splice sites (Fig. 6B). Although we observed novel instances of all types of splice events, exon skipping events were most prevalent (Supplementary Fig. S8A). 

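Exon skipping led in every tissue. The most read skips were in blw, the alpha subunit of the mitochondrial ATP synthase, in IFM, and in up, troponin T, in brain and leg. The blw event spans 22799269 to 22801483 on chromosome 2R and leaves out 2 exons of 1383 bases. It had 28196 and 66838 reads in the IFM libraries, 497 and 672 in brain and 1963 and 2141 in leg. SERCA, a calcium pump, carried an intron inside an exon, from 23927181 to 23927482 on chromosome 2R, with 3642 and 3856 reads in leg. RpS3A, a ribosomal protein, carried an event from 66738 to 67048 on chromosome 4 that is listed both as exon skipping and as an alternative acceptor, with 2619 and 2785 reads in brain. Exon skipping made up 83.8% of events with a read in IFM (83.6% to 84.1%), 81.4% in brain (81.2% to 81.7%) and 82.3% in leg (81.95% to 82.58%). Among events with at least 150 reads it made up 89.4%, 86.9% and 84.9%. Per library, its mean was 86.0% in IFM, 83.7% in brain and 84.1% in leg. The exact permutation test gave p = 0.333 (two-sided) for each pair of tissues, and 0.33 is the smallest p that 2 libraries against 2 allow. Alternative donors made up 4.21%, 5.11% and 5.13% of events in IFM, brain and leg, alternative acceptors 3.82%, 4.63% and 4.36%, and intron retention 2.68%, 2.33% and 2.18%. Every type was seen in every tissue with at least 1 read.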

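Events with at least 150 reads were few and held a large part of the reads. Act88F, the actin of flight muscle, had 17973 and 45470 reads in the IFM libraries over an event from 15440046 to 15441602 on chromosome 3R. ATPsynC, a subunit of the ATP synthase, had 21410 and 41488 over an event from 31217177 to 31218943 on the same chromosome. Mf, the thick filament protein myofilin, had 5199 and 5315 reads in the leg libraries over an event from 15172830 to 15176364 on chromosome 3R. unc-104, a kinesin of axonal transport, had 1113 and 803 reads in the brain libraries over an event from 16762033 to 16763051 on chromosome 2R. In the IFM total 57.2% of the events had 5 reads at most (interval 56.8% to 57.5%), in brain 58.4% (58.1% to 58.8%) and in leg 62.8% (62.4% to 63.2%). These events held 1.91% of the reads over unannotated events in IFM, 6.90% in brain and 6.86% in leg. Events with at least 150 reads were 4.19% of those in IFM (4.05% to 4.32%), 2.13% in brain (2.03% to 2.24%) and 1.79% in leg (1.68% to 1.90%), and held 81.4%, 41.3% and 52.8% of the reads. Within single libraries, where the limit was halved to 2 reads, 41.7% to 46.3% of events stayed at or under it.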

Only ∼2% of novel events are supported by 150 or more reads (∼RPM > 1), while more than 60% are supported by five or fewer reads (Supplementary Fig. S8B, Supplementary Table S10), likely reflecting noise in the data given the sequencing depth. Thus, subsequent analysis was performed on events with an RPM ≥ 1, to focus on the most biologically relevant events. We observed only weak correlation between event RPM and gene length, locus complexity or expression level at any filter level (Supplementary Fig. S8C–E; Supplementary Table S10).

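Reads per unannotated event were set against the expression, length and transcripts of its gene. RyR, the calcium release channel of the sarcoplasmic reticulum, on chromosome 2R from 8860364 to 8888097, had a locus expression of 7445 ± 3062 (SD, n = 2 libraries) exon CPM in IFM and 24469 reads over its unannotated events. CaMKII, a calcium-dependent kinase, on chromosome 4 from 1035288 to 1053703, had 1155 ± 6.33 (SD, n = 2 libraries) and 14174 reads in IFM. These CPM come from the authors' exon bins summed per gene and scaled by TMM, whereas the correlations take locus expression from the mean and fold change in the authors' deposited table of genes. Across the 3452 events of IFM with at least 150 reads and a locus value, Pearson's r of event reads with locus expression was 0.228 (Spearman's coefficient 0.454). For brain it was 0.0807 (Spearman 0.156, 1548 events) and for leg 0.118 (Spearman 0.308, 982 events). With gene length r was -0.0421 in IFM, -0.071 in brain and -0.0484 in leg, and with the number of annotated transcripts 0.0839, -0.0233 and 0.0766. The values are taken across the events of genes, which are not independent replicates. Over the 18 relations computed, permutation p for locus expression was 1e-05 in IFM (adjusted p = 2.6e-05), the smallest that 100000 permutations can give, 0.0058 in brain (adjusted p = 0.0095) and 0.0032 in leg (adjusted p = 0.0058).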

**Figure 6.**
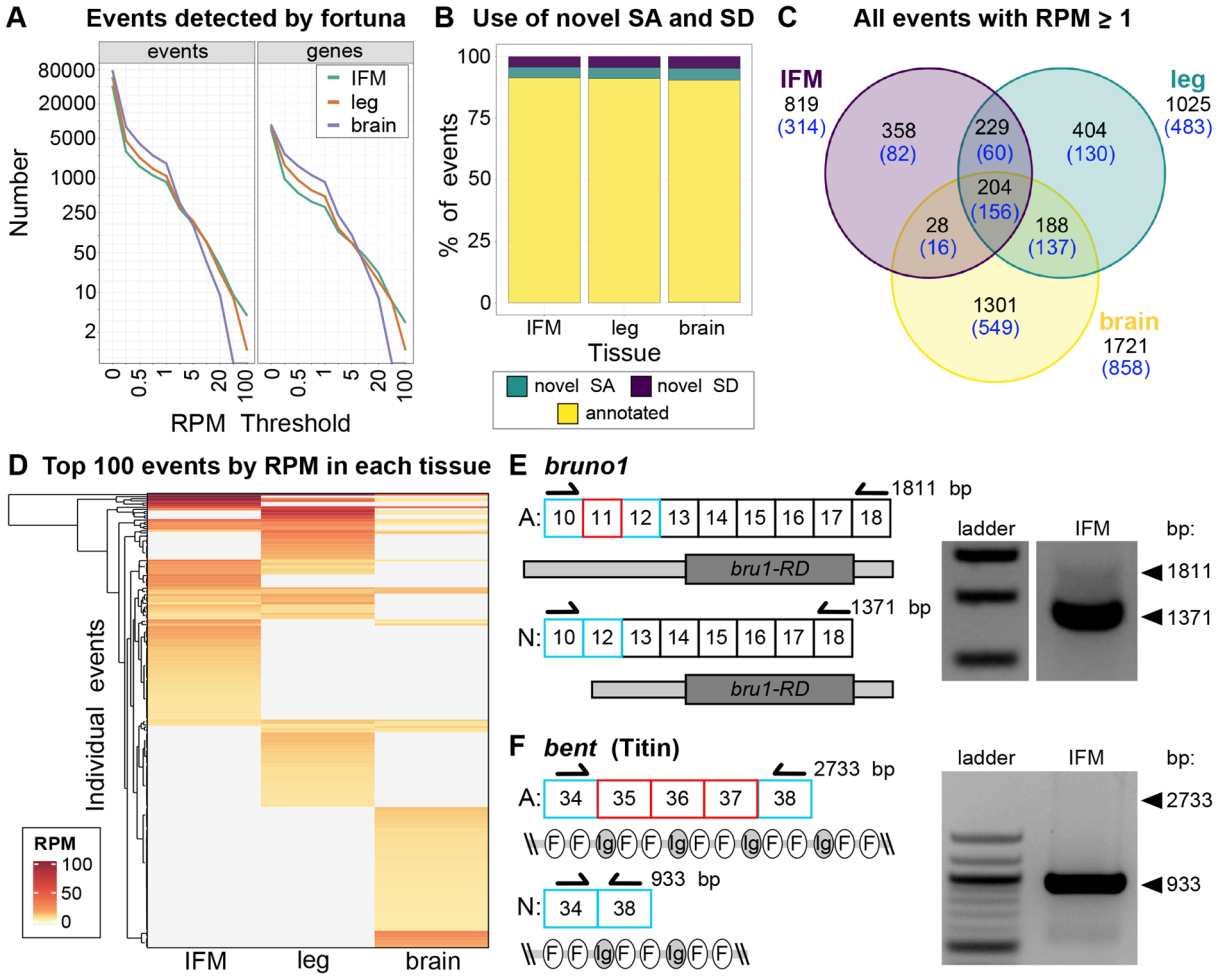
fortuna detects novel, tissue-specific events in *Drosophila*. (A) Line plot showing the number of novel events (left) or genes containing novel events (right) in indirect flight muscle (IFM, green), leg (orange) and brain (purple) samples dissected from *Drosophila* at 72 h after puparium formation. Samples were evaluated at various RPM thresholds. (B) Bar plot of the percent of events (RPM ≥ 0) utilizing a novel splice acceptor (SA, cyan), a novel splice donor (SD, purple) or annotated SA/SD (yellow). (C) Venn diagram of the overlap in novel events (top, black numbers) and genes containing events (bottom, blue numbers) between IFM (left circle, purple), leg (right circle, cyan) and brain (bottom circle, yellow) at RPM ≥ 1. (D) Clustering and heatmap of event RPM for the top 100 events in all three tissues. RT-PCR on IFM confirming novel events in *bruno1* (*bru1*) (E) and *bent* (*bt*, Titin) (F). Annotated (A) and novel (N) isoform lengths in basepairs (bp), as well as exons joined by the novel events (cyan, left most boxes in N), skipped exons (red, present in A but absent in N) and primers (arrows) are illustrated. The *bru1* event results in a shorter 5’-UTR on the *bru1-RD* mRNA isoform (coding: dark gray box, UTR: light gray boxes). The event in *bt* produces a shorter Projectin protein isoform lacking several Fibronectin-3 (FN3, F) and Immunoglobulin (Ig) domain repeats

We hypothesized that the novel events might reflect tissue-specific splicing that is currently unannotated. Indeed, we found that only 7.5% of events with an RPM ≥ 1 are shared across all three tissues, while 13%, 15%, and 48% are IFM, leg and brain specific, respectively (Fig. 6C). This is also reflected in a heatmap of the top 100 events in each tissue (Fig. 6D). 

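Each tissue had events that the others nearly lacked. In fln, flightin of the flight muscle thick filament, an event from 19990086 to 19990371 on chromosome 3L had 11050 and 20815 reads in IFM, 7 and 2 in brain and 18 and 21 in leg. In trp, the light-activated channel of photoreceptors, an event from 29916639 to 29917799 on chromosome 3R had 659 and 694 reads in brain, 25 and 48 in IFM and 9 and 4 in leg. In Cpr47Ef, a cuticle protein, an event from 11267863 to 11269550 on chromosome 2R had 708 and 563 reads in leg, 35 and 42 in brain and 3 and 2 in IFM. Expression of these genes differed in the same direction. In IFM, brain and leg it was 20040, 95.5 and 474 exon CPM for fln, 55.0, 689 and 10.6 for trp and 15.4, 51.6 and 432 for Cpr47Ef. Of 4972 events with at least 150 reads in some tissue, 270 passed in all 3 tissues (5.43%, interval 4.83% to 6.10%). IFM alone had 2743 (55.2%, 53.8% to 56.6%), leg alone 282 (5.67%, 5.06% to 6.35%) and brain alone 1070 (21.5%, 20.4% to 22.7%). Of the other events, 357 passed in IFM and leg, 155 in IFM and brain and 95 in leg and brain. Most events that passed in 1 tissue had some read elsewhere: 92.8% of those of IFM, 98.6% of those of brain and 95.7% of those of leg. With the threshold scaled to each tissue's reads over unannotated events, 18.4% passed in IFM alone, 17.2% in leg alone, 38.0% in brain alone and 6.80% in all 3. Those reads come from the events themselves and are not a measure of library depth. With the threshold scaled to exon counts instead, a setting chosen after seeing the data, IFM alone again had the largest share, ahead of brain alone.
By edgeR, 7087 of the 16595 events tested differed between IFM and leg (4107 higher in IFM, 2980 higher in leg), 10534 between IFM and brain (5530 higher in IFM, 5004 higher in brain) and 5768 between brain and leg (3047 higher in brain, 2721 higher in leg). The spread between replicates was estimated from all 6 libraries, with 2 per tissue. With total reads as the only scaling, the share higher in the first tissue of each pair turned from 58.0% to 38.5%, from 52.5% to 36.0% and from 52.8% to 61.3%, and the median log2 fold change moved from 0.33 to -0.39, from 0.24 to -0.87 and from 0.00 to 0.29. With locus expression as an offset, so that an event is compared relative to the expression of its gene, 3470, 3627 and 362 events differed. Of those called in the plain comparison and tested in this one, 2872 of 6309, 3038 of 9446 and 288 of 5260 were called again, 20, 195 and 5 of them with the opposite sign. The paper hypothesizes that the events might reflect tissue-specific splicing that the annotation lacks, and gives the shares of common and single-tissue events after it.

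**Figure D1:**
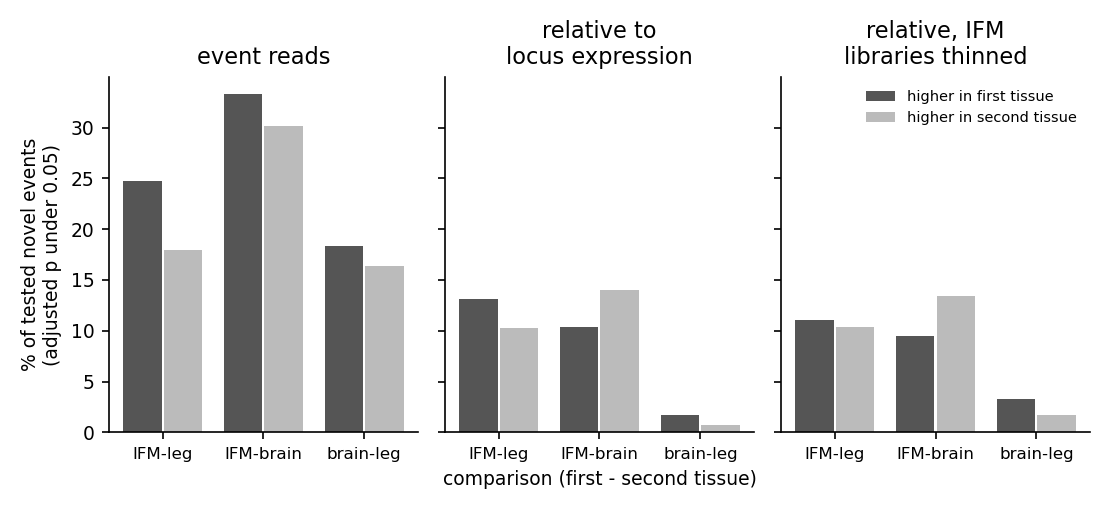
Percent of tested unannotated events with a difference on the vertical axis, for each pair of tissues on the horizontal axis, dark bars for events higher in the first tissue and light bars for the second. The panels show event reads, reads relative to locus expression, and the same after thinning the IFM libraries, where 2173, 2329 and 502 events differed.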

Many events are tissue-specific or show dramatically different RPM levels between tissues. 

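Some of the events most read in a tissue had far fewer reads, or none, in the others. Mhc, the heavy chain of muscle myosin, had 18618 and 41130 reads in IFM over an event from 16769290 to 16774450 on chromosome 2L, and no read in brain or leg. In Eaat1, a glutamate transporter of glia, an event from 9338521 to 9339620 on chromosome 2L had 2004 and 1930 reads in brain, 190 and 188 in leg and none in IFM. Its log2 fold change of brain over leg was 2.90 (standard error 0.37, adjusted p = 0.000912 from edgeR). In unc80, which encodes a part of the sodium leak channel complex of neurons, an event from 27666539 to 27675712 on chromosome 3R had 341 and 170 reads in brain and none in IFM or leg. ninaC, a myosin of photoreceptors, had 491 and 427 reads in brain over 7377865 to 7378784 on chromosome 2L, 19 and 39 in IFM and none in leg. Locus expression in IFM, brain and leg was 41.3, 587 and 22.8 exon CPM for unc80 and 57.5, 687 and 9.23 for ninaC. For Eaat1 it was 202, 1258 and 214. CG9297 had 5415 and 5827 reads in leg over 13774837 to 13775382 on chromosome 3R, against 550 and 695 in IFM and 632 and 341 in brain, a log2 fold change of IFM over leg of -4.65 (standard error 0.39, adjusted p = 6.07e-05 from edgeR). mys, an integrin subunit of muscle attachment, had 538 and 441 reads in leg over 8065532 to 8067560 on chromosome X, 48 and 74 in brain and none in IFM. The 100 most read events of each tissue made 252 events together. Of these, 8 were among the 100 of all 3 tissues, 26 among those of brain and leg, 21 among those of IFM and leg, 9 among those of IFM and brain, each count including the 8, and 212 among those of 1 tissue. In 195 of the 252 the highest and the lowest tissue were 10 times or more apart or the lowest had no read. Of the 252, 25 had no read in at least 1 tissue.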

The genes harboring these novel events are diverse, and also reflect underlying tissue-specific functionalization as revealed by gene ontology enrichments (Supplementary Fig. S9A and B). For example, while genes harboring shared events are enriched in common biological process terms such as “cytoskeleton organization” and “behavior,” brain-specific genes are enriched in “synapse organization,” “neuron recognition,” and “ion transport” reflecting neuronal-specific processes. By contrast, IFM and leg-specific genes are enriched in “actomyosin structure organization,” “oxidation-reduction process,” “flight,” and “mesoderm development,” reflecting muscle-specific processes.

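Genes of synapses, ion channels and axon guidance were common among those with brain-only events, meaning events that passed 150 reads in brain and in neither other tissue. Of 37 genes of neuronal ion channels, receptors and pumps, 26 had such an event (odds ratio 44.2, adjusted p = 5.56e-24 from Fisher's exact test, two-sided). The list held kcc, the potassium chloride cotransporter, and Eaat1, with 17702 and 8074 reads in brain over all their unannotated events. Of 40 genes of vesicle release and the active zone, 24 had one (odds ratio 27.9, exact test, adjusted p = 8.19e-20), among them Sap47, a synapse-associated protein, with 15 events of at least 150 reads in brain and 0 in IFM and leg, and unc-13, a priming factor of synaptic vesicles, with 5 in brain, 1 in IFM and 3 in leg. Of 28 genes of axon guidance and neuron recognition, 9 had one (odds ratio 8.54, exact test, adjusted p = 3.94e-05), led by Dscam1, a receptor of neuron recognition, with 10 such events in brain and 0 elsewhere, and tutl with 8. Of 18 splicing regulators, 6 had one (odds ratio 8.96, exact test, adjusted p = 0.000962). Of markers of cell types, 6 of 8 pan-neuronal markers (odds ratio 53.8, exact test, adjusted p = 2.99e-06), 4 of 13 photoreceptor markers (odds ratio 7.94, adjusted p = 0.0119) and 2 of 7 glial markers, a list that did not pass (odds ratio 7.12, exact test, adjusted p = 0.13), had a brain-only event. Markers of blood cells and fat body had 1 of 6 (odds ratio 3.55, exact test, adjusted p = 0.584) and those of sperm and testis 0 of 2. Among the genes with events past the threshold in all 3 tissues, 11 of 36 sarcomere genes, 14 of 43 energy genes, 6 of 13 genes of muscle calcium handling and 3 of 25 cuticle genes were found (exact test, adjusted p = 1.35e-10, 8.9e-14, 3.06e-07 and 0.0282). The lists were fixed before the data were examined, the background was the 9196 genes with an unannotated event, and the adjustment covers 52 tests. The background was not matched for expression, so the tests do not separate the events of a list from the expression of its genes. The sarcomere, channel, synaptic and pan-neuronal lists hold genes that the paper names from these same data for their many events. The splicing regulators hold bru1, in which the paper reports an event. The list of axon guidance and neuron recognition takes up a term that the paper finds enriched in these data. Tests of these lists are therefore partly circular.
By summed exon counts, most genes of the channel, synaptic and guidance lists were more expressed in brain than in IFM. Of 36 channel and receptor genes tested with edgeR, 33 were higher in brain than in IFM and none was lower (33 and 0 when adjusted over the list alone), and 34 were higher than in leg and 1 lower (35 and 1 over the list alone). Of 36 synaptic genes, 32 were higher in brain than in IFM and 1 lower (32 and 1 when adjusted over the list alone). Of 25 guidance genes, 22 were higher in brain than in IFM and 2 lower (22 and 2 when adjusted over the list alone), and 17 were higher than in leg and 4 lower (17 and 4 over the list alone). Of 18 splicing regulators, 7 were higher in brain than in IFM and 5 lower (7 and 5 when adjusted over the list alone). All 14 photoreceptor markers were higher in brain than in IFM and than in leg, and all 6 pan-neuronal markers tested were too. Of 8 glial markers, all were higher in brain than in IFM, and 6 higher and 1 lower than in leg. With total exon counts as the only scaling, the median gene moved from 0.11, 0.10 and -0.03 to -0.49, -1.38 and 0.82 for IFM over leg, IFM over brain and brain over leg on the log2 scale.

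**Figure D2:**
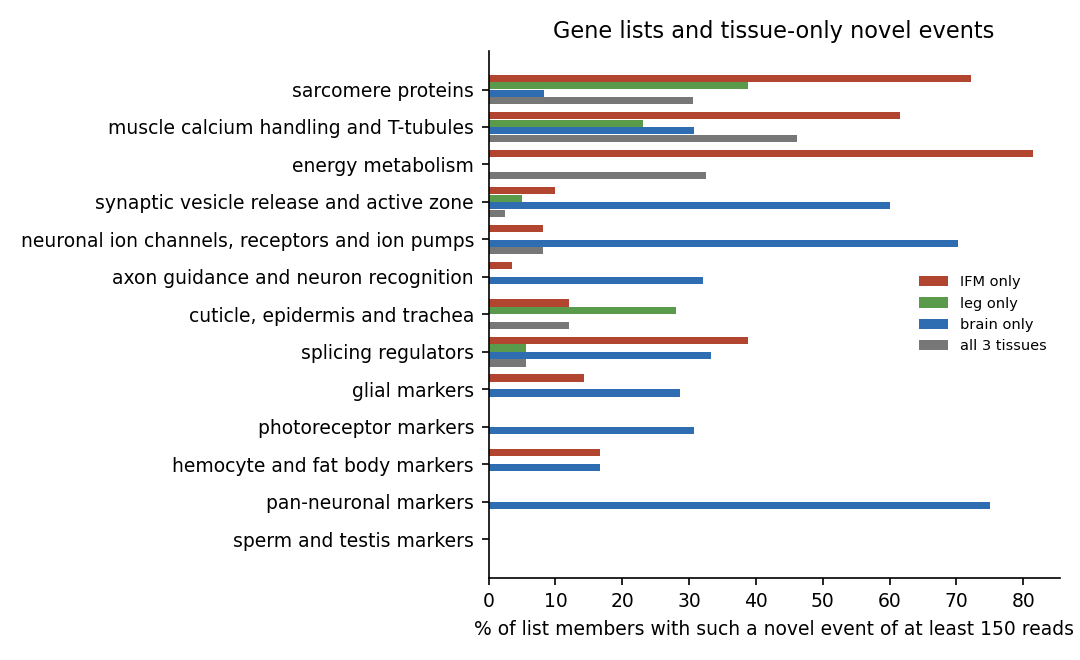
Percent of the genes of a list that have such an event of at least 150 reads on the horizontal axis, with the lists on the vertical axis. Bars are colored by the tissues in which the event passed, and the brain-only bar of neuronal channels, receptors and pumps stands for 26 of 37 genes.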

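Genes of the contractile apparatus and of energy metabolism were common among those with IFM-only events, and genes of muscle and cuticle among those with leg-only events. Of 36 sarcomere genes, 26 had an event that passed 150 reads in IFM and in neither other tissue (odds ratio 28.2, adjusted p = 2.44e-19 from Fisher's exact test, two-sided), and 14 had a leg-only event (odds ratio 42.9, adjusted p = 1.22e-15). Mhc, up and wupA, which encode myosin heavy chain, troponin T and troponin I, had 652023, 163540 and 167087 reads over all their unannotated events in IFM and 63112, 53492 and 17525 in leg. Of 43 genes of energy metabolism, 35 had an IFM-only event (odds ratio 48.1, exact test, adjusted p = 1.34e-28) and none had a leg-only event. Gpo1, the mitochondrial glycerophosphate oxidase, had 13 events of at least 150 reads in IFM, 0 in brain and 2 in leg, and Ogdh, of the citric acid cycle, 26, 8 and 9. Of 13 genes of muscle calcium handling, 8 had an IFM-only event (odds ratio 17.0, adjusted p = 1.27e-05), 3 a leg-only event (odds ratio 18.7, adjusted p = 0.0036) and 4 a brain-only event (odds ratio 7.94, adjusted p = 0.0119, but 4.28 and 0.0733 for genes of events higher in brain than in both others by edgeR). Of 18 splicing regulators, 7 had an IFM-only event (odds ratio 6.75, exact test, adjusted p = 0.00182), among them Rbp9 with 9 events of at least 150 reads in IFM and ps with 6, and 0 of that many reads in brain or leg. Of 25 genes of cuticle, epidermis and trachea, 7 had a leg-only event (odds ratio 24.9, exact test, adjusted p = 5.29e-07), led by Cda5, a chitin deacetylase, with 15 events in leg, 6 in IFM and 2 in brain. Here too the background was not matched for expression, so events and expression of a list are not separated.
By expression, 39 of 42 energy genes were higher in IFM than in leg by edgeR and 2 lower (39 and 2 when adjusted over the list alone). Of 32 sarcomere genes tested, 12 were higher in IFM than in leg and 11 lower (14 and 11 when adjusted over the list alone), and 25 higher than in brain and 5 lower. Of 35 sarcomere genes in the authors' deposited table for IFM and leg, 21 were higher in IFM and 12 lower. With total exon counts as the only scaling, sarcomere genes were 10 higher and 11 lower in IFM than in leg. All cuticle genes that passed were higher in leg than in IFM (23 of 26, and 23 when adjusted over the list alone). Of 11 calcium genes, 3 were higher in IFM than in leg and 4 lower (4 and 4 when adjusted over the list alone), and of 18 splicing regulators 5 were higher and 3 lower (5 and 3 when adjusted over the list alone), or 2 higher and 5 lower with total counts as scaling. Of markers of other cell types, 12 of 14 photoreceptor markers were higher in IFM than in leg and none lower (11 and 1 with total counts), 6 of 8 markers of blood cells and fat body were higher and 1 lower, and 3 of 3 markers of sperm and testis were higher (2 with total counts). Of 8 glial markers 5 were lower in IFM than in leg and none higher, and of 6 pan-neuronal markers 3 were lower and none higher.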

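Highly expressed genes held more unannotated events. hlk, on chromosome 2R from 6721101 to 6740672, had 52 events of at least 150 reads in IFM, 0 in brain and 8 in leg, at a locus expression of 8181 ± 1814, 177 ± 60.8 and 3057 ± 452 exon CPM (SD, n = 2 libraries each). CG1674, on chromosome 4 from 230730 to 245903, had 35, 0 and 14 events at 4686 ± 391, 208 ± 55.4 and 1742 ± 121 exon CPM (SD, n = 2 libraries each). Among genes with at least 1 event of 150 reads, Pearson's r between their number of events and locus expression was 0.614 in IFM (Spearman's coefficient 0.552, 914 genes), 0.566 in brain (Spearman 0.439, 715 genes) and 0.731 in leg (Spearman 0.504, 415 genes). These are correlations across genes, which are not independent replicates, each with a permutation p of 1e-05 (adjusted p = 2.6e-05), the smallest possible. In the tenth of genes with the highest expression, 69.2% had such an event in IFM, 45.6% in brain and 30.7% in leg, against 1.53%, 0.816% and 0.705% in the tenth with the lowest. With the number of annotated transcripts r was 0.393 in IFM, 0.299 in brain and 0.363 in leg (Spearman 0.429, 0.302 and 0.336), and with gene length 0.183, 0.101 and 0.1 (Spearman 0.356, 0.253 and 0.302). Between tissues, r of the number of events per gene was 0.731 for IFM and leg (permutation p = 1e-05), 0.182 for IFM and brain (permutation p = 0.00031) and 0.215 for brain and leg (permutation p = 0.0013), over 1093, 1398 and 915 genes with an event of 150 reads in either tissue. By ranks, the coefficient was 0.00153, -0.43 and -0.287 for these pairs. Genes with 0 such events in both tissues are left out, which by itself lowers the coefficient. A negative value therefore does not show that event numbers oppose each other between tissues.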

We also noted that the number of novel events per gene is tissue-specific and moderately correlated with locus expression level (Supplementary Fig. S8D and E; Supplementary Table S10). Many novel events are found in genes that undergo tissue-specific alternative splicing, for example genes that encode essential sarcomere proteins such as *Mhc*, *bt*, *Unc-89*, *up*, *Tm1*, *wupA*, *Strn-Mlck* and *sls* all have more than 10 novel events in IFM or leg samples (Supplementary Fig. S9C, Supplementary Table S10). By contrast, in brain, genes relevant for neuronal activity such as *kcc*, *slo*, *Atp*α, *CaMKII*, *brp*, *Cadps*, *stj*, and *Rdl* have more than 10 novel events. 

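All 8 sarcomere genes held more than 10 events of at least 150 reads in IFM, with fewer in leg and fewest in brain. Mhc, the myosin heavy chain, on chromosome 2L from 16766566 to 16788766, held 131 in IFM, 73 in leg and 17 in brain. bt, which encodes Projectin of the connecting filament, on chromosome 4 from 724400 to 776474, held 84 in IFM, 21 in leg and 0 in brain. Unc-89, obscurin of the M-line, named Obsc in the annotation and on chromosome 2R from 23995543 to 24014254, held 89, 13 and 1. Tm1, a tropomyosin, on chromosome 3R from 15278220 to 15308779, held 51, 24 and 11. sls, another protein of the connecting filament, on chromosome 3L from 2039681 to 2115611, held 46, 9 and 0. Strn-Mlck, on chromosome 2R from 15946933 to 15989498, held 36, 1 and 0. wupA, troponin I, on chromosome X from 18105568 to 18116922, held 32, 17 and 10, and up, troponin T, 30, 17 and 10. In all, 61 genes held more than 10 such events in IFM, whose total has the most reads, 13 in leg and 13 in brain. Locus expression of Mhc was 156900 ± 53380 exon CPM in IFM, 57310 ± 194 in leg and 4540 ± 1188 in brain (SD, n = 2 libraries each). In the authors' deposited table, the log2 fold change of Mhc expression in IFM over brain was 5.13 (standard error 0.35, adjusted p = 4.07e-48). The plot of events per library shows that the IFM libraries held more than the brain libraries in all 8 genes, with 105 and 148 events of at least 75 reads in Mhc.

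**Figure D3:**
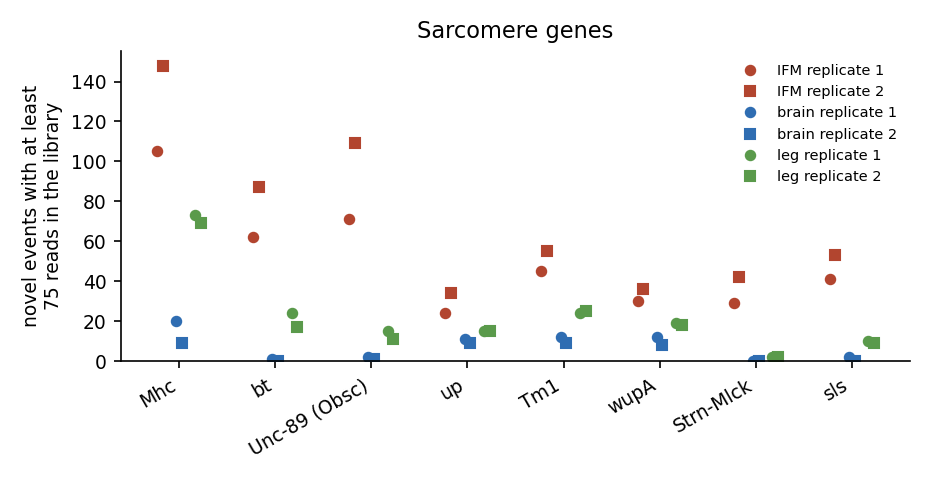
Number of unannotated events with at least 75 reads in 1 library, for 8 sarcomere genes on the horizontal axis. Each point is a library, colored by tissue and shaped by replicate, and for bt the IFM libraries sit at 62 and 87, leg at 24 and 17 and brain at 1 and 0.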

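At a threshold of 150 reads not scaled to depth, neuronal genes held their largest numbers of events in brain, apart from CaMKII. kcc, which carries chloride out of neurons, on chromosome 2R from 23907654 to 23925066, held 30 events of at least 150 reads in brain, 1 in IFM and 1 in leg. slo, a calcium-activated potassium channel, on chromosome 3R from 24662491 to 24711595, held 21 in brain, 16 in IFM and 3 in leg. Atpalpha, the sodium-potassium pump, on chromosome 3R from 20948714 to 20976239, held 16 in brain, 10 in IFM and 5 in leg. CaMKII held 15 in brain, 25 in IFM and 4 in leg. The IFM total held 5305762 reads over unannotated events against 1403095 in brain, so the larger count in IFM may follow depth. Locus expression of CaMKII was 1646 exon CPM in brain and 1155 in IFM. stj, a calcium channel subunit, on chromosome 2R from 13805794 to 13819571, held 13, and Cadps, a factor of vesicle release on chromosome 4 from 1230837 to 1271759, held 12. brp, the active zone protein Bruchpilot, on chromosome 2R from 9503765 to 9541565, held 10, and Rdl, a GABA receptor on chromosome 3L from 9145838 to 9182149, held 7. None of these last 4 genes had an event of that depth in IFM or leg. Locus expression of kcc was 3459 ± 471 exon CPM in brain, 136 ± 6.02 in IFM and 169 ± 18.4 in leg (SD, n = 2 libraries each). The log2 fold change of kcc expression in brain over leg was 4.43 in the authors' deposited table (standard error 0.20, adjusted p = 1.44e-108). Per library, as in the plot of neuronal genes, brp had 13 and 6 events of at least 75 reads in brain and Rdl 9 and 4. No gene of the 8 held more than 10 events with 750 reads in brain.

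**Figure D4:**
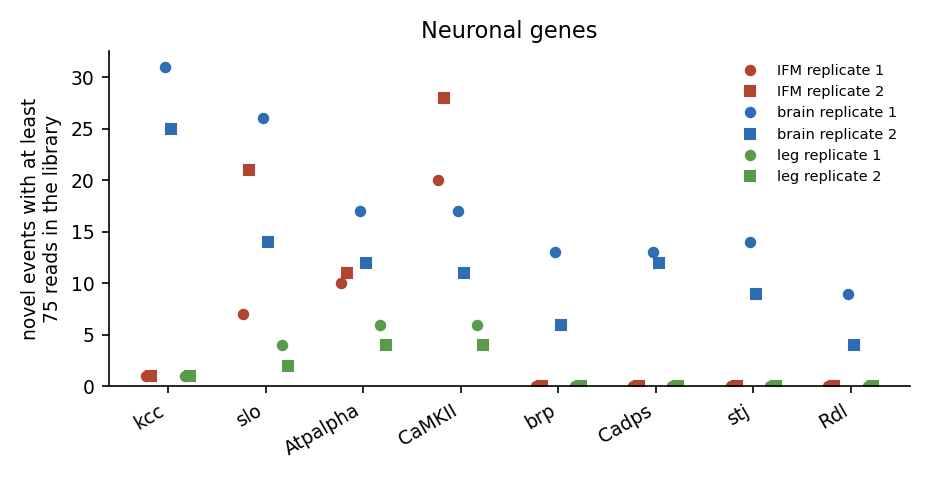
Number of unannotated events with at least 75 reads in 1 library, for 8 neuronal genes on the horizontal axis. Each point is a library, colored by tissue and shaped by replicate, and for kcc the brain libraries sit at 31 and 25 and the other libraries at 1.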

We verified several novel events in IFM using RT-PCR. One novel exon skipping event in *bru1*, an essential regulator of IFM-specific splicing, results in a shorter 5’-UTR structure of the *bru1-RD* isoform mRNA (Fig. 6E). 

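The bru1 event was read mostly in IFM, where bru1 itself is expressed. bru1 (FBgn0000114), an RNA-binding regulator of splicing in flight muscle, lies on chromosome 2L from 12175004 to 12313438. The event joins exons 1 and 3 of the transcript FBtr0080347, from 12287808 to 12298568, and leaves out exon 2, from 12288905 to 12289344, whose 440 bases hold 0 coding bases. It had 209 and 445 reads in the IFM libraries, 11 and 17 in brain and 16 and 6 in leg. Per 1000000 reads over unannotated events this is 116 (interval 102 to 133) and 127 (116 to 139) in IFM, 13.8 (7.73 to 24.8) and 27.9 (17.4 to 44.7) in brain and 28.1 (17.3 to 45.7) and 10.8 (4.96 to 23.6) in leg. The log2 fold change of IFM over leg was 3.34 (standard error 0.59, adjusted p = 0.00199 from edgeR) and of IFM over brain 3.45 (standard error 0.58, adjusted p = 0.000786). Brain over leg gave -0.11 (standard error 0.61, adjusted p = 0.939 from edgeR). Expression of bru1 was 2023 ± 117 exon CPM in IFM, 41.1 ± 11.9 in brain and 25.4 ± 8.62 in leg (SD, n = 2 libraries each). Relative to that expression the direction of the event turned, with a log2 fold change of -2.94 for IFM over leg (adjusted p = 0.00946 from edgeR) and -2.13 over brain (adjusted p = 0.025). In the authors' deposited table of exon use, the skipped exon had a log2 fold change of -0.04 for IFM over leg (adjusted p = 1.0), 3.97 for IFM over brain (adjusted p = 0.124) and -3.90 for brain over leg (adjusted p = 9.71e-05). Its bin held 48 and 6 reads in the brain columns. bru1 held 10 events of at least 150 reads in IFM, 9 of them exon skipping, and 0 in brain and leg.

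**Figure D5:**
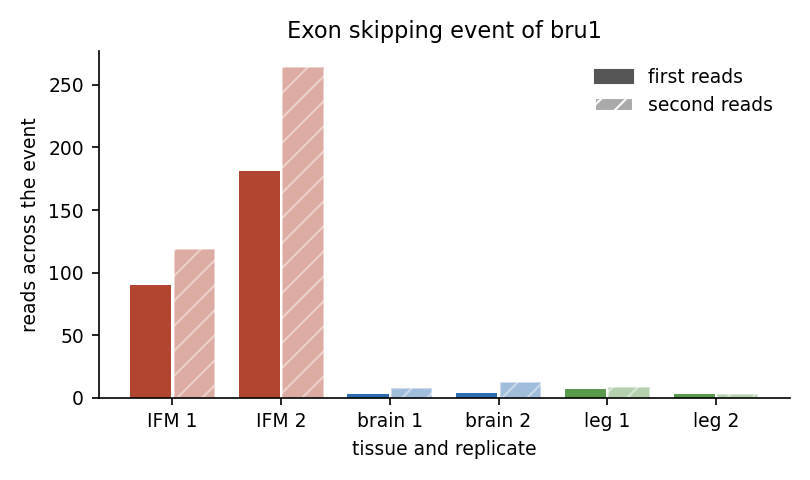
Reads across the bru1 event on the vertical axis for each library on the horizontal axis. Solid bars are first reads and hatched bars second reads, 90 and 119 in the first IFM library.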

Another (multi) exon skipping event we confirmed in *bt*, which encodes Projectin, a Titin isoform that forms connecting filaments in the sarcomere, results in attenuation of a protein region rich in flexible Fibronectin-3 (FN3) and immunoglobulin (Ig) domains (Fig. 6F) that may impact sarcomere stiffness. These findings illustrate the utility of fortuna to identify novel, biologically relevant alternative splice events. Moreover, this data illustrates the importance of including novel splice event discovery in RNA-seq analysis pipelines, even for “wildtype” samples, as tissue or temporal specific splicing events may not be adequately represented in existing transcriptome annotations.

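The bt event was read in IFM and leg, and little in brain. In transcript FBtr0089793 of bt (FBgn0005666) it joins exons 25 and 29, from 749019 to 753338 on chromosome 4, and leaves out 3 exons of 1800 coding bases between 750570 and 753160, a multiple of 3. The IFM libraries had 1432 and 3269 reads over it, brain 36 and 10 and leg 550 and 379. Per 1000000 reads over unannotated events this is 796 (interval 756 to 838) and 932 (901 to 965) in IFM, 45.3 (32.7 to 62.7) and 16.4 (8.93 to 30.2) in brain and 966 (889 to 1050) and 683 (618 to 756) in leg. The log2 fold change of IFM over leg was 0.78 (standard error 0.47, adjusted p = 0.207 from edgeR), of IFM over brain 5.63 (standard error 0.59, adjusted p = 6.74e-05) and of brain over leg -4.85 (standard error 0.57, adjusted p = 0.000525). The read ends differ: 1430 and 3265 of the IFM reads were first reads and 2 and 4 second reads, while leg had 285 and 193 first and 265 and 186 second reads. With second reads alone, IFM over leg turned to -7.65 (adjusted p = 0.0003 from edgeR) and IFM over brain to -3.02 (adjusted p = 0.00363). In the authors' deposited table of exon use, bins of the 3 skipped exons had log2 fold changes of -3.59, -4.02 and -3.17 for IFM over leg (adjusted p = 8.66e-12, 3.9e-14 and 3.01e-09) and of -3.82, -4.28 and -3.38 for IFM over brain (adjusted p = 6.45e-12, 1.91e-14 and 1.72e-11). Expression of bt was 19830 ± 5993 exon CPM in IFM, 9079 ± 2908 in leg and 1274 ± 738 in brain (SD, n = 2 libraries each).

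**Figure D6:**
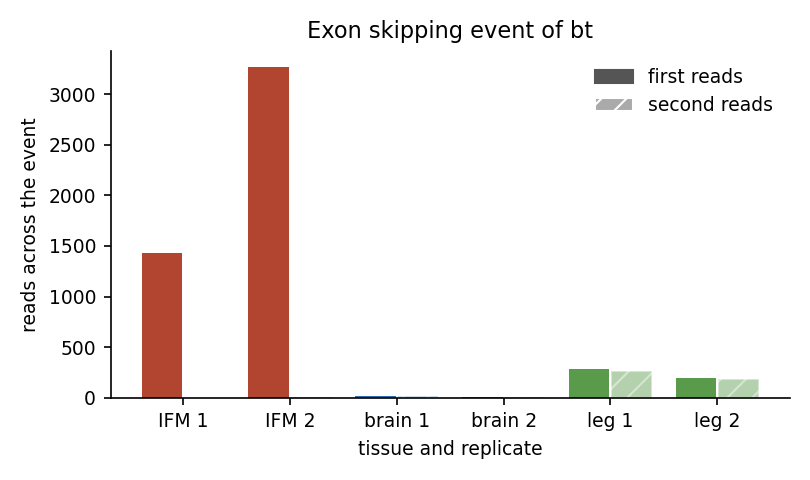
Reads across the bt event on the vertical axis for each library on the horizontal axis. Solid bars are first reads and hatched bars second reads, 285 and 265 in the first leg library.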

## 4 Conclusion

We have introduced fortuna, a novel method that allows quantification of novel splicing patterns using fast pseudoalignments. It is several times faster than conventional align and count methods and its explicit construction of fragments containing guessed splice junctions facilitates the identification of novel introns in challenging scenarios.

fortuna counts reads that are equivalent in terms of their splicing of unambiguous units that do not contain any splice sites. These signature counts can be used as input by various AS analysis methods, and are used by fortuna to infer and annotate novel introns. Furthermore, any counting unit based on transcriptomic features alone can be reconstructed from signature counts. We provide a script that within seconds converts signature counts to counts as defined and used by DEXSeq.

fortuna currently does not take into account the pairing information of reads during mapping. It computes the signature of each read independently and optionally allows to combine them subsequently to more general signatures and counts of paired-end reads (see Section 2.1). In our experiments on paired-end read data (Section 3.4), we were interested in the total number of individual reads supporting novel junctions, regardless of read pairing. For other types of downstream analysis, signature counts of paired-end reads might contain valuable information that fortuna is able to reconstruct from signatures of individual reads. Using pairing information during mapping could potentially further improve mapping accuracy, but in contrast to genomic mappings the unknown structure of the originating transcript would only impose weak constraints on mapping locations.

Even though Whippet previously accelerated AS analysis compared to classical alignment-based approaches, fortuna is more than two times faster than Whippet and can further benefit from multiple threads. More importantly, our experiments show that Whippet’s increased speed comes at the cost of a lower sensitivity, especially when mismatches affect flanking *k*-mers. In addition, Whippet will miss reads with an overhang smaller than *k* and can include novel splice sites only when additionally running a spliced aligner on the entire dataset.

We also used fortuna to explore novel splice junctions in *Drosophila*, demonstrating the broad applicability of our tool across organisms. We identified hundreds of novel AS events reflecting distinct, tissue-specific expression signatures. fortuna’s speed and sensitivity thus make it possible to combine novel junction discovery with other RNA-seq analysis pipelines to supplement gaps in existing annotations and to obtain a more comprehensive and biologically relevant catalog of AS events between cells and tissues in normal development and in neuromuscular disease.

## Supplementary Material

btad419_Supplementary_Data

## Data Availability

All mRNA-Seq data are publicly available from GEO under accession number GSE194199.

# Supplementary material for: Counting pseudoalignments to novel splicing events
**Source:** Bioinformatics. 2023 Jul 11;39(7):btad419. doi: 10.1093/bioinformatics/btad419
**Supplement:** btad419_Supplementary_Data

Supplementary Material

Counting pseudoalignments to novel splicing events

Luka Borozan¹, Francisca Rojas Ringeling², Shao-Yen Kao³, Elena Nikonova³, Pablo Monteagudo-Mesas⁴, Domagoj Matijević¹, Maria L. Spletter^{*3,5}, and Stefan Canzar^{†6,7}

---

1 Supplementary Figures and Tables

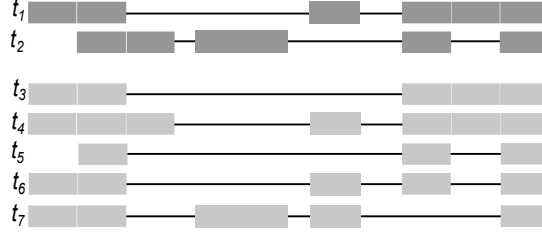

Figure S1: Examples of alternatively spliced and processed transcripts added in T_g^{as} and T_g^{ap} . Assuming transcripts t_1 and t_2 are annotated in T_g , t_3 is generated in T_g^{as} by skipping an exon in t_1 , t_4 by using an alternative donor site in t_1 , t_5 by skipping an exon in t_2 and using an alternative donor site, and t_6 by excising an intron in t_1 found in t_2 . Transcript t_7 is an example of an alternatively processed transcript in T_g^{ap} that is not in T_g^{as} . The second exon of t_7 does not overlap t_1 , its third exon does not overlap t_2 . t_7 thus violates property (a) in Definition 1.

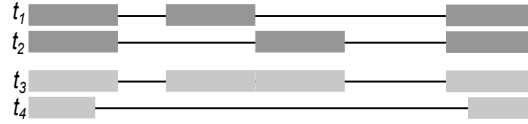

Figure S2: Examples of transcripts that are not contained in T_g^{as} and T_g^{ap} . Assuming transcripts t_1 and t_2 are annotated in T_g , t_3 merges “touching” exons from t_1 and t_2 and thus violates property (i) of T_g^{ap} (Supplementary Section 2.1) and property (b) of T_g^{as} (Definition 1). Transcript t_4 contains a novel splice sites and thus violates property (c) of T_g^{as} and property (ii) of T_g^{ap} .

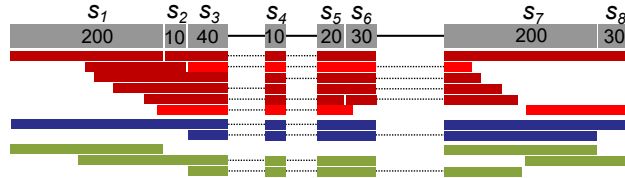

Figure S3: Fragments contained in $F_{1:1}$ (light and dark red), F_{max} (blue) and F as constructed by fortuna (green) from a transcript consisting of 8 subexons. Read length is assumed to be 100bp, lengths of the subexons in bp as shown.

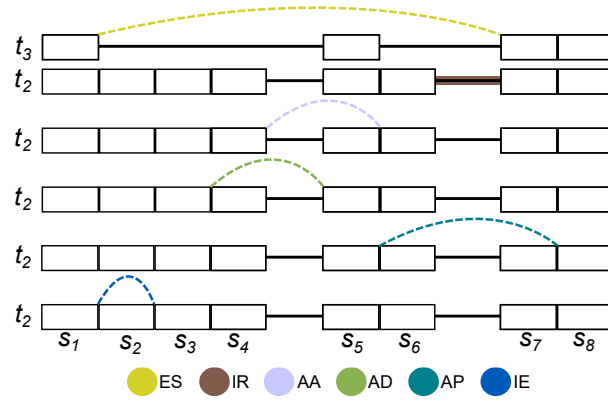

Figure S4: Alternative illustration of alternative splicing events with transcripts and subexons taken from Figure 3.

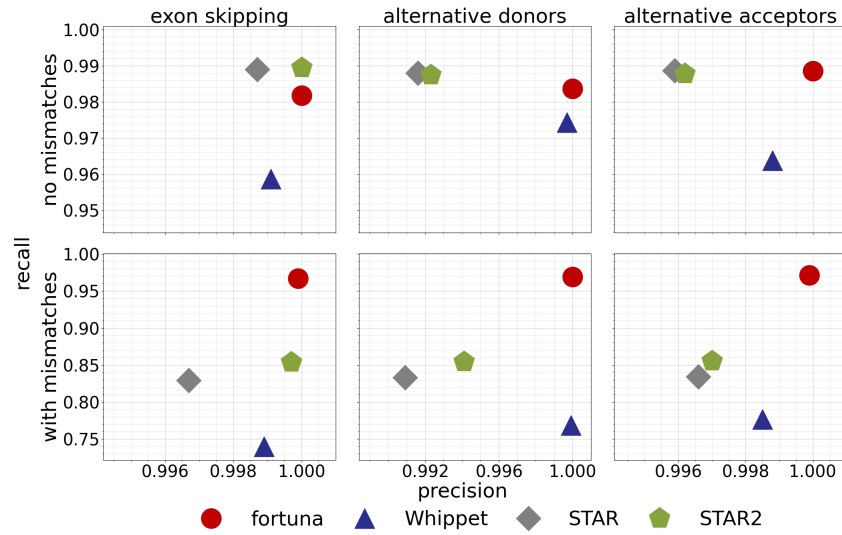

Figure S5: Precision and recall in finding novel junctions between annotated splice sites. Results of fortuna, Whippet, STAR and STAR with two-pass mode (STAR2) are shown for the simulated dataset with 100bp reads. Reads were split into error-free reads (upper row) and reads containing mismatches (bottom row). Results are stratified by event type (columns).

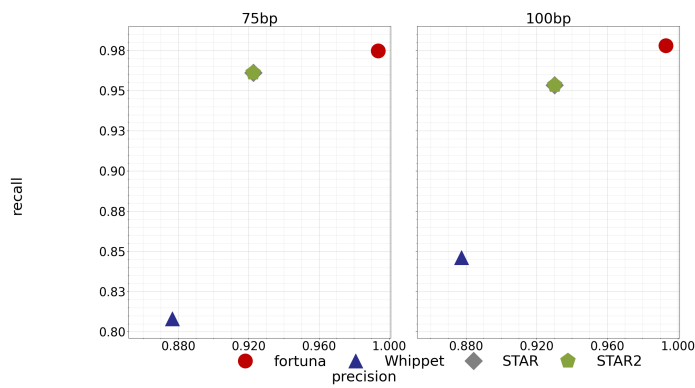

Figure S6: Precision and recall in finding annotated junctions. Results of fortuna, Whippet, STAR and STAR with two-pass mode (STAR2) are shown for the simulated dataset with 75bp and 100bp reads.

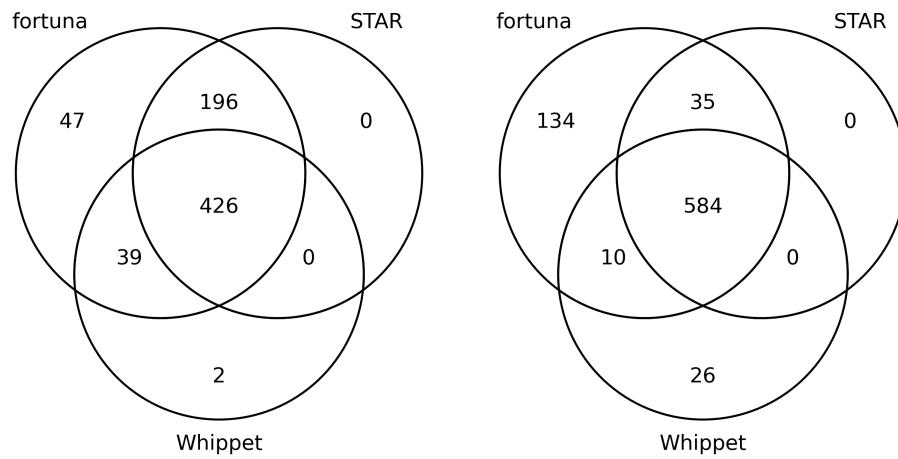

Figure S7: Venn diagram showing the overlap of reads found by each method to support a novel exon skipping event in ASD samples 20 (left) and 36 (right).

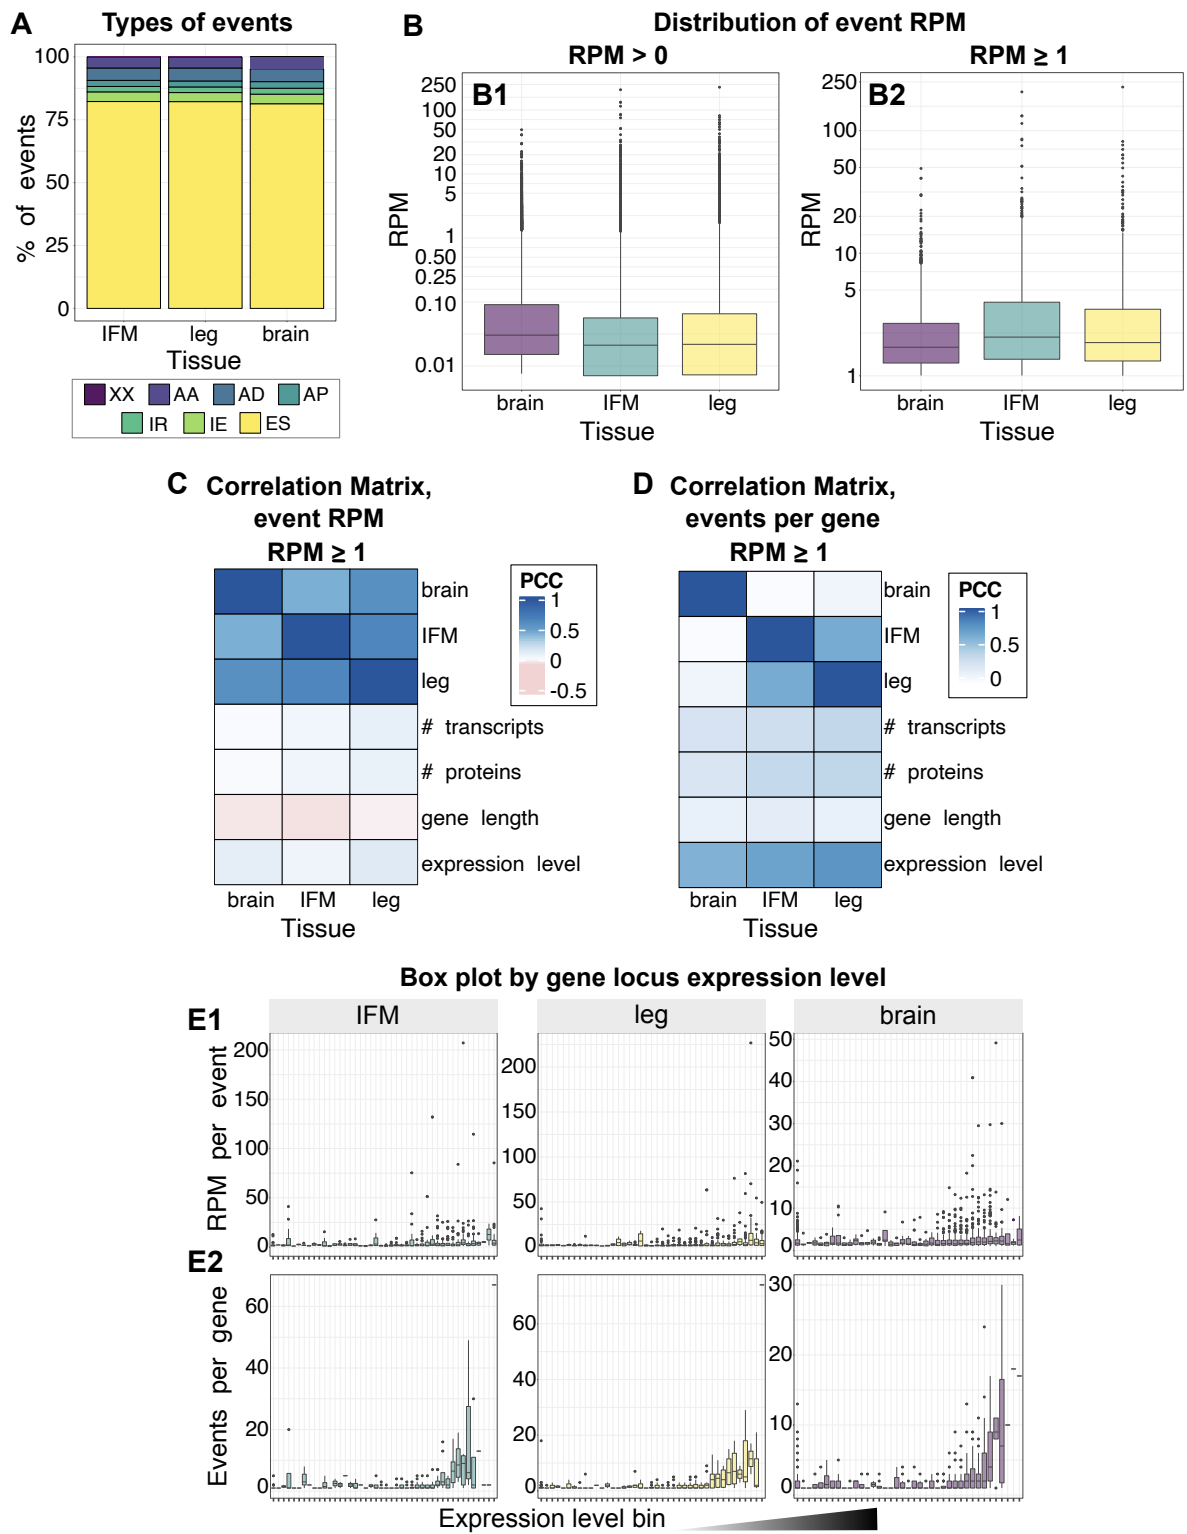

Figure S8: Event type and correlation between identified events in *Drosophila* tissues. A) Bar plot of the percent of events (RPM 0) classified as ES (yellow), IE (light green), IR (green), AP (cyan), AD (blue), AA (light purple) or XX (purple). B) Box plots showing the distribution of RPM values with RPM 0 (B1) and RPM 1 (B2) for novel events in IFM, leg and brain. C) Correlation plot for filtered events, RPM 1 showing Pearsons correlation coefficient values between tissues and between RPM values and gene length, locus complexity (annotated number of transcripts and proteins) and locus expression level based on DESeq2 normalized read count values. D) Plot of the Pearsons correlation coefficient of events per gene (at filter level RPM 1) between tissues and with gene length, locus complexity and locus expression level based on DESeq2 normalized read count values. E) Box plots of the RPM per event (E1) or the number of events per gene (E2) at a given gene locus expression level. DESeq2 normalized read count values are grouped into 68 bins on the X-axis. Y-axis values are from filtered events with RPM 1 for IFM, leg and brain.

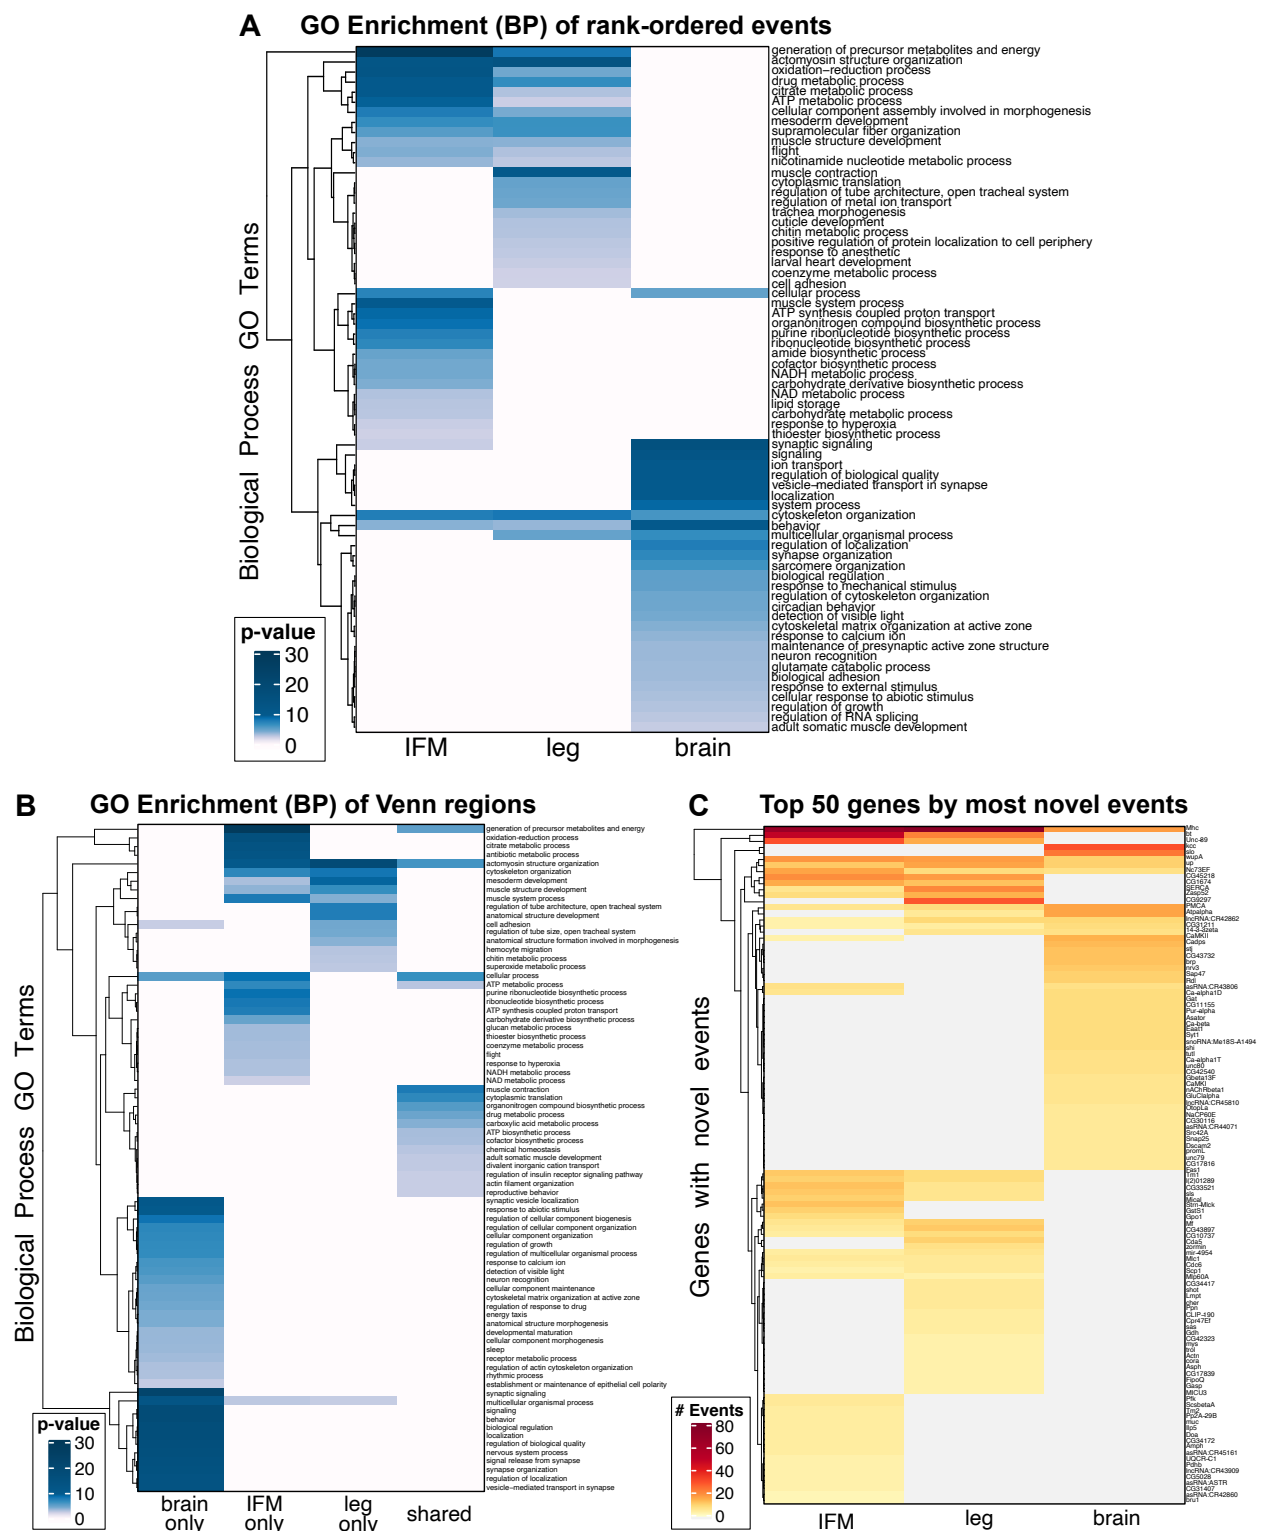

Figure S9: Caption given on the next page.

Figure S9: Novel AS events identified by fortuna are in diverse, tissue-specific genes. A) Clustering and heatmap of enrichment p-values for biological process (BP) gene ontology (GO) terms for novel events. The gene list was rank-ordered by event RPM. B) Clustering and heatmap of enrichment p-values for biological process GO terms for genes from Venn Diagram regions in (Figure 9 C) that are brain, IFM or leg specific, or shared between all tissues. C) Clustering and heatmap of number of novel events per gene from the top 50 genes with the most novel events in each tissue.

	Precision			Recall			F1		
	es	ad	aa	es	ad	aa	es	ad	aa
**75bp**	**no errors**								
fortuna	1.0000	1.0000	1.0000	0.9919	0.9922	0.9962	0.9959	0.9961	0.9981
Whippet	0.9987	0.9993	0.9984	0.9671	0.9815	0.9692	0.9826	0.9903	0.9835
STAR	0.9972	0.9897	0.9960	0.9954	0.9965	0.9958	0.9963	0.9931	0.9959
STAR2	0.9996	0.9925	0.9965	0.9959	0.9962	0.9953	0.9978	0.9943	0.9959
ASGAL	0.9990	0.9898	0.9940	0.8993	0.8019	0.8059	0.9465	0.8860	0.8901
	**with errors**								
fortuna	0.9998	0.9999	1.0000	0.9322	0.9273	0.9321	0.9648	0.9622	0.9649
Whippet	0.9981	0.9992	0.9985	0.6793	0.7163	0.7093	0.8084	0.8344	0.8294
STAR	0.9941	0.9903	0.9968	0.8065	0.8014	0.8067	0.8905	0.8859	0.8917
STAR2	0.9991	0.9956	0.9980	0.8474	0.8425	0.8464	0.9171	0.9127	0.9159
ASGAL	0.9981	0.9939	0.9966	0.4300	0.4017	0.4076	0.6010	0.5721	0.5785
	**all reads**								
fortuna	1.0000	1.0000	1.0000	0.9774	0.9766	0.9804	0.9885	0.9881	0.9901
Whippet	0.9986	0.9993	0.9984	0.8969	0.9176	0.9051	0.9450	0.9567	0.9494
STAR	0.9966	0.9898	0.9962	0.9494	0.9494	0.9492	0.9724	0.9692	0.9721
STAR2	0.9995	0.9931	0.9969	0.9597	0.9590	0.9586	0.9792	0.9758	0.9773
ASGAL	0.9989	0.9904	0.9943	0.7849	0.7051	0.7075	0.8790	0.8237	0.8267
**100bp**	**no errors**								
fortuna	1.0000	1.0000	1.0000	0.9818	0.9837	0.9886	0.9908	0.9918	0.9942
Whippet	0.9991	0.9997	0.9988	0.9587	0.9744	0.9638	0.9784	0.9869	0.9810
STAR	0.9987	0.9916	0.9959	0.9890	0.9880	0.9887	0.9939	0.9898	0.9923
STAR2	1.0000	0.9923	0.9962	0.9895	0.9875	0.9878	0.9947	0.9899	0.9920
ASGAL	0.9996	0.9888	0.9930	0.8479	0.6709	0.6870	0.9175	0.7994	0.8122
	**with errors**								
fortuna	0.9999	1.0000	0.9999	0.9673	0.9692	0.9716	0.9834	0.9844	0.9856
Whippet	0.9989	0.9999	0.9985	0.7395	0.7685	0.7764	0.8498	0.8691	0.8735
STAR	0.9967	0.9909	0.9966	0.8293	0.8328	0.8343	0.9053	0.9050	0.9082
STAR2	0.9997	0.9941	0.9970	0.8536	0.8544	0.8553	0.9209	0.9189	0.9207
ASGAL	0.9988	0.9947	0.9951	0.4130	0.3518	0.3643	0.5844	0.5198	0.5333
	**all reads**								
fortuna	1.0000	1.0000	1.0000	0.9772	0.9791	0.9832	0.9884	0.9894	0.9915
Whippet	0.9990	0.9998	0.9987	0.8889	0.9086	0.9042	0.9408	0.9520	0.9491
STAR	0.9982	0.9914	0.9961	0.9383	0.9384	0.9395	0.9673	0.9641	0.9670
STAR2	0.9999	0.9928	0.9964	0.9462	0.9449	0.9456	0.9723	0.9683	0.9704
ASGAL	0.9995	0.9899	0.9934	0.7095	0.5685	0.5842	0.8299	0.7222	0.7357

Table S1: Precision, recall, and F1 score achieved by fortuna, Whippet, STAR and STAR run in two-pass mode (STAR2), and ASGAL on the two simulated datasets.

	75bp		100bp	
	Precision	Recall	Precision	Recall
fortuna	0.9938	0.9748	0.9932	0.9780
whippet	0.8765	0.8081	0.8774	0.8462
STAR	0.9226	0.9612	0.9301	0.9534
STAR2	0.9225	0.9612	0.9301	0.9534

Table S2: Precision and recall achieved by fortuna, Whippet, STAR and STAR run in two-pass mode (STAR2) on the two simulated datasets with regards to annotated splice junctions.

Sample #	SpliceAI	fortuna	STAR	Whippet	$F \setminus (S \cup W)$	$W \setminus (S \cup F)$	$(F \cap W) \setminus S$	$(F \cap S) \setminus W$	$F \cap W \cap S$
29	45	107	99	96	8	0	3	0	96
12	1	2	2	2	0	0	0	0	2
36	483	763	619	620	134	26	35	10	584
26	1	1	1	1	0	0	0	0	1
20	536	708	622	467	47	2	196	39	426
4	914	1247	1084	1093	130	5	29	33	1055
30	120	971	812	890	72	8	17	87	795

Table S3: Number of reads supporting exon skipping events in 7 samples found in the original publication and by methods fortuna (F), STAR (S) and Whippet (W), as well as the overlap between read sets. Sets $S \setminus (F \cup W)$ and $(W \cap S) \setminus F$ were empty in all samples.

Sample #	11	27	25	9	1	31	7	15
SpliceAI	15	9	6	12	4	12	67	3
fortuna and STAR	14	18	9	19	4	10	110	2

Table S4: Number of reads supporting novel donor and acceptor sites found in the original publication (SpliceAI) and by methods fortuna and STAR. We excluded sample 34, as the splice site in this sample is contained in the RefSeq annotation used in our experiments. Whippet cannot identify novel splice sites unless provided with the mappings by a spliced aligner such as STAR on the entire dataset.

Sample #	quant reads	quant junctions	refine reads	refine junctions
20	8012592	229381	693072	4543
36	9804320	303866	436905	4354
4	4518762	214426	614056	4968
12	5919053	211468	430257	4245
26	7355204	332899	362112	7366
28	5087986	169394	416558	3548
29	4315622	254294	423696	5268
30	5502400	246792	475815	5373

Table S5: Number of novel junctions with annotated splice sites identified by fortuna `--quant` and `--refine` along with the number of reads supporting those junctions.

Sample size	fortuna	fortuna 4t	Whippet	SplAdder pipeline	sigcount pipeline
10	7m6.68s	2m25.77s	12m2.28s	129m34.88s	35m12.35s
20	10m53.11	4m2.31s	30m19.6s	221m20.53s	68m45.44s
30	16m5.68s	5m28.48s	37m32.47s	290m55.9s	91m50.05s
40	19m11.69s	7m13.91s	49m4.49s	405m34.64s	138m53.58s
50	25m38.53s	9m9.84s	53m31.75s	450m15.93s	153m25.16s
60	27m44.49s	9m47.69s	66m35s	548m26.09s	181m35.37s
70	30m57.32s	11m6.35s	78m35s	621m52.54s	208m48.05s
80	35m14.2s	13m7.26s	84m30s	703m18.49s	245m47.34s
90	39m4.49s	14m22.92s	99m19s	825m1.14s	270m47.45s
100	44m32.3s	15m6.44s	107m40s	902m13.33s	310m31.68s

Table S6: Total running times of fortuna and competing methods on random samples of ASD sample 29. SplAdder and sigcount pipelines included alignment by STAR (1-pass mode) and sorting and indexing of alignments. Between 10% and 90% of the full data were randomly sampled. All methods used a single thread, except fortuna 4t which used 4 threads. No alignments were output by fortuna and Whippet in this experiment.

Sample size	STAR	samtools	SplAdder	sigcount	STAR2
10	23m41.301s	7m0.910s	98m52.669s	4m30.14s	44m52.35s
20	47m21.577s	12m55.125s	161m3.831s	8m28.74s	86m20s
30	59m21.023s	19m54.648s	211m40.230s	12m34.38s	127m41s
40	91m23.588s	31m3.876s	283m7.180s	16m26.12s	181m10s
50	99m33.978s	33m11.337s	317m30.619s	20m39.85s	227m56s
60	119m0.250s	37m56.228s	391m29.615s	24m38.89s	275m24s
70	136m10.573s	44m15.756s	441m26.212s	28m21.72s	308m0s
80	158m39.954s	54m40.280s	489m58.254s	32m27.11s	364m22s
90	176m31.204s	57m32.648s	590m57.291s	36m43.60s	414m56s
100	205m15.834s	64m3.729s	632m53.767s	41m12.12s	470m16s

Table S7: Running times of the individual components of the SplAdder and sigcount pipelines on random samples of ASD sample 29. STAR was used for alignment, samtools for sorting and indexing of alignments. STAR2 denotes STAR run in 2-pass mode. Between 10% and 90% of the full data were randomly sampled. Additionally, we report the running times for STAR in 2-pass mode.

Sample size	fortuna	fortuna 4t	Whippet
10	14m54.644s	9m52.400s	15m1.094s
20	27m56.382s	15m52.536s	29m58.323s
30	39m44.237s	21m35.771s	45m22.122s
40	51m12.438s	26m55.868s	61m46.507s
50	63m59.135s	32m15.486s	76m21.020s
60	75m27.335s	38m29.587s	91m20.442s
70	85m12.078s	43m24.902s	110m16.551s
80	97m38.243s	48m2.208s	133m28.780s
90	108m26.154s	53m24.441s	141m41.704s
100	123m54.532s	59m40.263s	157m17.852s

Table S8: Running times of fortuna and Whippet when writing alignments to disk. Between 10% and 90% of ASD sample 29 were randomly sampled. fortuna was run once single-threaded and once with 4 threads (fortuna 4t).

	#Fragments	#Nucleotides	Running time	Memory usage
simulated, read length 75bp				
F	3617483	689052987	3m38s	9.54 GB
$F_{1:1}$	4413353	584604244	3m47s	10.31 GB
F_{max}	3366211	1721588224	5m06s	9.58 GB
simulated, read length 100bp				
F	6038072	1444971175	5m24s	11.77GB
$F_{1:1}$	7764323	1125682831	5m20s	14.54 GB
F_{max}	5833818	2959210243	16m11s	11.93GB
ASD sample 29, read length 151bp				
F	18375312	5847332444	36m58s	20.2 GB
$F_{1:1}$	23476032	4346088101	35m11s	39.88 GB
F_{max}	18253996	9311641302	45m32s	20.72GB

Table S9: Comparison of fragment sets F , $F_{1:1}$ and F_{max} as defined in Section 2.3. The number of fragments and the total number of nucleotides across all fragments generated for the two simulated datasets and ASD sample 29 are shown. In addition, running time and memory usage of pseudoalignment by kallisto to the three different fragment sets are shown for the three datasets.

Table S10: Raw and processed data tables for novel splice events in *Drosophila* IFM, brain and leg. Tab 1: Description of all tables. Tab 2: Events detected by Fortuna in brain at 72h APF. Tab 3: Events detected by Fortuna in IFM at 72h APF. Tab 4: Events detected by Fortuna in whole leg at 72h APF. Tab 5: Genes with novel events in brain. Tab 6: Genes with novel events in IFM. Genes with novel events in leg. Tab 7: Values for Pearsons correlation coefficient used in the plots in (Figure S2 C, D). Tab 8: Identity of genes/events in each region of the Venn Diagram in (Figure 9 C). Tab 9: Full results of GO analysis of genes with events in brain, IFM or leg rank-ordered by highest event RPM. Tab 10: Full results of GO analysis of genes in VennDiagram regions corresponding to IFM-only, leg-only, brain-only or shared by all three tissues.

Tab Name	Description	Data Columns
brain.fortuna	raw fortuna output matched to gene locus via event coordinates for 72h APF dissected brain sample from <i>Drosophila</i>	seqnames = chromosome; start = novel event start coordinate; end = novel event end coordinate; width = distance in bp between start and end; strand = transcript identifier affected by novel event; event_type = type of event based on fortuna event classification; count = number of reads in dataset that contain the novel event; current_symbol = current gene symbol from Flybase; FBgn = Flybase identifier; RPM = count converted to reads per million; unique_exon_base_count = total unique exon bases in gene locus from Flybase; total_exon_base_count = total exon bases from Flybase; RPKM = count converted to reads per kilobase per million bases

IFM_fortuna	raw fortuna output matched to gene locus via event coordinates for 72h APF dissected IFM sample from Drosophila	seqnames = chromosome; start = novel event start coordinate; end = novel event end coordinate; width = distance in bp between start and end; strand = transcript identifier affected by novel event; event_type = type of event based on fortuna event classification; count = number of reads in dataset that contain the novel event; current_symbol = current gene symbol from Flybase; FBgn = Flybase identifier; RPM = count converted to reads per million; unique_exon_base_count = total unique exon bases in gene locus from Flybase; total_exon_base_count = total exon bases from Flybase; RPKM = count converted to reads per kilobase per million bases
leg_fortuna	raw fortuna output matched to gene locus via event coordinates for 72h APF dissected leg sample from Drosophila	seqnames = chromosome; start = novel event start coordinate; end = novel event end coordinate; width = distance in bp between start and end; strand = transcript identifier affected by novel event; event_type = type of event based on fortuna event classification; count = number of reads in dataset that contain the novel event; current_symbol = current gene symbol from Flybase; FBgn = Flybase identifier; RPM = count converted to reads per million; unique_exon_base_count = total unique exon bases in gene locus from Flybase; total_exon_base_count = total exon bases from Flybase; RPKM = count converted to reads per kilobase per million bases
brain_genedata	all genes with novel events in the 72h APF brain sample	FBgn = Flybase identifier; GeneSymbol = current gene symbol from Flybase; count = raw fortuna count of most frequent novel event in that gene; RPM = RPM of most frequent novel event in that gene; transcript_type = designation from Flybase if the transcript is protein coding or an RNA species; gene_type = designation from Flybase if the locus is protein coding or an RNA species; gene_fullname = full name of the gene; annotation_ID = CG number from Flybase; location_max = base pair coordinate of one end of gene locus; location_min = base pair coordiante of other end of gene locus; number_transcripts = number of annotated transcripts in gene locus; number_proteins = number of annotated proteins in gene locus; gene_length = total length in base pairs of gene locus; DESeq2normcts = gene locus expression level, averaged count value of the locus after DESeq2 normalization from two independent biological replicates; eventspergene.F0 = number of novel events observed in the locus without filtering; F0 to F100 = filter columns, if TRUE a gene meets inclusion (ie at least one event in that gene has an RPM) greater than or equal to the specified threshold, if FALSE it does not

IFM_genedata	all genes with novel events in the 72h APF IFM sample	FBgn = Flybase identifier; GeneSymbol = current gene symbol from Flybase; count = raw fortuna count of most frequent novel event in that gene; RPM = RPM of most frequent novel event in that gene; transcript_type = designation from Flybase if the transcript is protein coding or an RNA species; gene_type = designation from Flybase if the locus is protein coding or an RNA species; gene_fullname = full name of the gene; annotation_ID = CG number from Flybase; location_max = base pair coordinate of one end of gene locus; location_min = base pair coordinate of other end of gene locus; number_transcripts = number of annotated transcripts in gene locus; number_proteins = number of annotated proteins in gene locus; gene_length = total length in base pairs of gene locus; DESeq2normcts = gene locus expression level, averaged count value of the locus after DESeq2 normalization from two independent biological replicates; eventspergene.F0 = number of novel events observed in the locus without filtering; F0 to F100 = filter columns, if TRUE a gene meets inclusion (ie at least one event in that gene has an RPM) greater than or equal to the specified threshold, if FALSE it does not
leg_genedata	all genes with novel events in the 72h APF leg sample	FBgn = Flybase identifier; GeneSymbol = current gene symbol from Flybase; count = raw fortuna count of most frequent novel event in that gene; RPM = RPM of most frequent novel event in that gene; transcript_type = designation from Flybase if the transcript is protein coding or an RNA species; gene_type = designation from Flybase if the locus is protein coding or an RNA species; gene_fullname = full name of the gene; annotation_ID = CG number from Flybase; location_max = base pair coordinate of one end of gene locus; location_min = base pair coordinate of other end of gene locus; number_transcripts = number of annotated transcripts in gene locus; number_proteins = number of annotated proteins in gene locus; gene_length = total length in base pairs of gene locus; DESeq2normcts = gene locus expression level, averaged count value of the locus after DESeq2 normalization from two independent biological replicates; eventspergene.F0 = number of novel events observed in the locus without filtering; F0 to F100 = filter columns, if TRUE a gene meets inclusion (ie at least one event in that gene has an RPM) greater than or equal to the specified threshold, if FALSE it does not

Pearson's correlation	values of Pearson's correlation coefficient (PCC) plotted in Figure Sx B&D	PCC at threshold levels of RPM greater than or equal to 0, 0.5 and 1 for event RPM and number of events per gene. Correlations were examined between brain, IFM and leg as well as to the number of transcripts and number of proteins annotated in that locus, the length of the gene and the locus expression level (DESeq2 normalized counts value)
VennDiagram	data table of genes/events included in each region of the Venn Diagram in Figure xD and for doing the GO enrichments for the ifm only vs leg only vs brain only vs shared gene sets	tables lists gene/event membership for Venn Diagram regions at an RPM threshold greater than or equal to 1. The total counts displayed for each region are also noted. A1 = IFM only; a2 = IFM + leg; a3 = leg only; a4 = IFM + brain; a5 = shared in all 3 tissues; a6 = brain + leg; a7 = brain only
GO_rankordered	full results (after rrvgo reduction) for biological process (BP), cellular component (CC) and molecular function (MF) gene ontology terms of gene lists rank-ordered by event RPM	go = GO term ID; parent = parent term from rrvgo (ie reduced term tree); term = GO term description; parentTerm = parent GO term description; ontology = BP, CC or MF which ontology the GO term belongs to; brain = -log10p-value for term enrichment in brain sample; leg = -log10p-value for term enrichment in leg sample; ifm = -log10p-value for term enrichment in IFM sample
GO_Vennregions	full results (after rrvgo reduction) for biological process (BP), cellular component (CC) and molecular function (MF) gene ontology terms of gene lists from VennDiagram regions for genes with IFM-only, leg-only, brain-only and shared events	go = GO term ID; parent = parent term from rrvgo (ie reduced term tree); term = GO term description; parentTerm = parent GO term description; ontology = BP, CC or MF which ontology the GO term belongs to; brainonly = -log10p-value for term enrichment in brainonly genes; legonly = -log10p-value for term enrichment in legonly genes; ifmonly = -log10p-value for term enrichment in IFMonly genes; shared = -log10p-value for term enrichment in genes with events shared in all 3 tissues

2 Supplementary Methods

2.1 Virtual transcriptomes

Definition (Virtual transcriptome T_g^{ap}). Let $5'(s)$ and $3'(s)$ denote the genomic coordinate of the first and last nucleotide in subexon s , respectively. T_g^{ap} contains all transcripts t defined by $\iota_t = (i_1, \dots, i_m)$ such that

- (i) no two "touching" exons from different transcripts can be merged: For any two consecutive subexons s_i, s_{i+1} in t that together define a contiguous region along the genome, i.e. $5'(s_{i+1}) = 3'(s_i) + 1$, there exists a transcript $t' \in T_g$ with $i, i+1 \in \iota_{t'}$,
- (ii) t contains only annotated donor and acceptor sites, i.e. for any two subexons $s_{i_j}, s_{i_{j+1}}$ that bound non-empty intron $[3'(s_{i_j}) + 1, 5'(s_{i_{j+1}}) - 1]$, there exist transcripts $t_1, t_2 \in T_g$ such that s_{i_j} defines a splice donor in t_1 , and $s_{i_{j+1}}$ defines a splice acceptor in t_2 ,
- (iii) t contains only annotated TSS and TES, i.e. s_{i_1} and s_{i_m} are annotated transcription start and end sites, respectively.

2.2 Fragments generated by fortuna

The leftmost nucleotide $5'_l(\iota)$ a read of length l can cover in s_1

$$5'_l(\iota) = \max \left\{ 5'(s_{i_1}), 3'(s_{i_1}) - (l - 1 - \sum_{j=2}^{m-1} |s_{i_j}|) + 1 \right\} \quad (1)$$

and the rightmost nucleotide in s_n it can cover is

$$3'_l(\iota) = \min \left\{ 5'(s_{i_m}) + (l - 1 - \sum_{j=2}^{m-1} |s_{i_j}|) - 1, 3'(s_{i_m}) \right\} \quad (2)$$

Formally, we call a feasible signature $\iota = (i_1, \dots, i_m)$ maximal if no feasible signature ι' exists with $\iota \subset_c \iota'$. Then the following set of fragments contains the same set of contiguous subsequences of length l as $F_{1:1}$.

$$F_{max} := \{[s_{i_1}] \cdot \dots \cdot [s_{i_m}] \mid \iota \text{ is maximal feasible signature given } T, l\} \quad (3)$$

fortuna trims sequences at the end of fragments to at most $l - 1$ bases in the first and last subexons:

$$\begin{aligned} F_{trim} := & \{ [\max\{5'(s_{i_1}), 3'(s_{i_1}) - l + 2\}, 3'(s_{i_1})] \\ & \cdot [s_{i_2}] \cdot \dots \cdot [s_{i_{m-1}}] \\ & \cdot [5'(s_{i_m}), \min\{5'(s_{i_m}) + l - 2, 3'(s_{i_m})\}] \\ & \mid \iota \text{ is maximal feasible signature with } m \geq 2 \}. \end{aligned}$$

Note that no subexon contributes more than $l - 1$ bases to the sequence of any of the fragments in F_{trim} . Finally, in fortuna we generate the set of fragments

$$F = F_{trim} \cup \{[s_{i_1}] \mid \iota \text{ is a feasible signature with } m = 1\}. \quad (4)$$

Calculation of F_{max}

In the following, we describe the algorithms used to compute fragment sets $F_{1:1}$ and F_{max} . For every gene, we create a directed graph with subexons as its nodes, and an edge from subexon s_i to subexon s_j if and only if $5'(s_i) < 5'(s_j)$. Transcript fragments are generated by traversing the graph in a depth-first search (DFS) manner starting from every subexon in increasing order of their coordinates. Edges that would imply infeasible signatures according to properties (f_1) or (f_3) in Definition 2 are pruned. All other enumerated paths that additionally satisfy (f_2) together form fragment set $F_{1:1}$. Note that the directed graph is never constructed explicitly. Properties (f_1) – (f_3) implicitly define its structure.

To retain only fragments in F_{max} that correspond to signatures that are not contained in other feasible signatures, every signature generated by the above procedure is added to a suffix trie data structure. Since we start DFS from every subexon from smaller to larger coordinate, signatures that contain another signature will be generated before their contained signatures. Trying to add such a contained signature later to the suffix trie will thus fail to create a new node in the trie and will thus be discarded.

Proof of Theorem 1.

Statement (1) follows directly from property f_1 in Main Paper Definition 2. Let read r of length l cover all subexons in some signature $s(f)$. By Main Paper Definition 2, f satisfies f_1 – f_3 . If f is maximal the claim follows. Otherwise, there must exist $f' \in F$ such that $s(f) \subseteq_c s(f')$. Then, r can be sampled from f' . ■

2.3 Incorporation of novel splice sites

fortuna optionally (`--refine`) incorporates novel splice sites found by STAR or any other spliced aligner from reads that fortuna was not able to (pseudo)align to transcripts in T^{as} or T^{ap} . This potentially also includes novel junctions between annotated splice sites that are not contained in T^{as} or T^{ap} . It incorporates spliced alignments by splitting every subexon at every novel splice site it contains as follows. Let the spliced alignment of a read be represented by a sequence of n contiguous (ungapped) genomic intervals $((a_j, b_j))_{j=1}^n$. Let ι_j denote the sequence of indices of subexons that overlap the j th interval, i.e. for each s_i with $i \in \iota_j$, $(5'(s_i), 3'(s_i)) \cap (a_j, b_j) \neq \emptyset$. For each $j = 1, \dots, n$, we subdivide subexons as follows.

- If $j = 1$, let s_i with $i \in \iota_j$ be the subexon that contains b_1 . We partition s_i into subexons $(5'(s_i), b_1)$ and $(b_1 + 1, 3'(s_i))$.
- If $j = m$, let s_i with $i \in \iota_j$ be the subexon that contains a_m . We partition s_i into subexons $(5'(s_i), a_m - 1)$ and $(a_m, 3'(s_i))$.
- If $1 < j < n$, let subexon s_i with $i \in \iota_j$ contain a_j and $s_{i'}$, $i' \in \iota_j$ contain b_j . If $i = i'$, we partition it into three subexons $(5'(s_i), a_j - 1)$, (a_j, b_j) and $(b_j + 1, 3'(s_i))$. Otherwise, we partition s_i into $(5'(s_i), a_j - 1)$, $(a_j, 3'(s_i))$ and $s_{i'}$ into $(5'(s_{i'}), b_j - 1)$, $(b_j, 3'(s_{i'}))$.

Note that a_1 and b_m do not represent splice sites in the first two cases. In addition, we split counts into new subclasses if reads overlap different stretches of subexons that partition the first and the last subexon of its original mapping signature. To allow for novel transcribed introns or intronic segments, we fill all intronic gaps with subexons before applying the subdivision of subexons. That is, we add one

subexon for each intronic sequence that is not part of any annotated transcript, e.g. one subexon for the intron between subexons s_1 and s_2 and one for the intron between s_3 and s_4 in Figure 2.

2.4 Alternative splicing events

Consistent with previous notation, let $5'(e)$ and $3'(e)$ denote the genomic coordinate of the first and last nucleotide in exon e , and let the novel intron be enclosed by subexons s_{i_j} and $s_{i_{j+1}}$ as part of signature $\iota_r = (i_1, \dots, i_m)$ of read r .

Definition (exon skipping). *If there exist exons e_1, e_2, e_3 in t in strand order such that $\iota_{e_1} \cap (i_1, \dots, i_j) \neq \emptyset$, $\iota_{e_3} \cap (i_{j+1}, \dots, i_m) \neq \emptyset$ and $\iota_{e_2} \cap \iota_r = \emptyset$, the novel intron implies an exon skipping with respect to t . In its classical form, $3'(e_1) = 3'(s_{i_j})$ and $5'(e_3) = 5'(s_{i_{j+1}})$.*

Note that the previous definition specifies the skipping of at least one exon but also includes events in which multiple exons are skipped.

Definition (alternative donor). *If there exist consecutive exons e_1, e_2 in t such that $(i_1, \dots, i_j) \cap \iota_{e_1} \neq \emptyset$ and $5'(s_{i_{j+1}}) = 5'(e_2)$, the novel intron implies an alternative donor with respect to t .*

Definition (alternative acceptor). *If there exist consecutive exons e_1, e_2 in t such that $(i_{j+1}, \dots, i_m) \cap \iota_{e_2} \neq \emptyset$ and $3'(s_{i_j}) = 3'(e_1)$, the novel intron implies an alternative acceptor with respect to t .*

Definition (alternative donor-acceptor). *If there exist consecutive exons e_1, e_2 in t such that $(i_1, \dots, i_j) \cap \iota_{e_1} \neq \emptyset$, $(i_{j+1}, \dots, i_m) \cap \iota_{e_2} \neq \emptyset$ and $3'(s_{i_j}) \neq 3'(e_1)$, $5'(s_{i_{j+1}}) \neq 5'(e_2)$, the novel intron implies an alternative donor-acceptor pair wrt with respect to t .*

Definition (intron in exon). *If there exists an exon e in t such that $i_j \in \iota_e$ and $i_{j+1} \in \iota_e$, the intron implies a novel intron in exon with respect to t .*

Novel transcribed introns are not part of any transcript guessed by fortuna. We therefore employ mappings by a spliced aligner to infer novel intron retentions. To verify no additional splicing occurred within an intron, fortuna first refines subexons and intronic gaps as described in Supplementary Section 2.3 and then requires that the intron was not subdivided due to the presence of spliced reads.

3 Drosophila analysis

3.1 Bioinformatic processing of fortuna output

fortuna output was processed in R. Identified events were matched to corresponding gene locus by coordinates using the GenomicRanges package. Biological duplicates and paired reads files were combined to generate a single file for each sample. Raw counts were converted to RPM to enable comparison between libraries. Novel splice acceptors (SA) and splice donors (SD) were identified in comparison to the ENSEMBL transcriptome annotation. Gene ontology (GO) enrichments for rank-ordered lists were performed using GOrilla¹, and lists of terms were simplified using rrvgo. For correlation plots, transcript number, protein number and gene length of all annotated loci was obtained from Flybase. DE-Seq2 normalized counts were used for locus expression level values. Pearsons correlation coefficient

¹<http://cbl-gorilla.cs.technion.ac.il/>

was calculated either between event RPM values or the number of events per gene. RPM per event and the number of events per gene were additionally plotted in sequential bins by gene locus expression level. Packages employed include table, VennDiagram, ggplot2, viridis, plyr, dplyr, reshape2, ComplexHeatmap, circlize, RColorBrewer, rrvgo and org.Dm.eg.db. Processed data tables are available in the supplemental materials.

3.2 mRNA-Seq on *Drosophila* tissues

IFM, brain and leg were dissected from w¹¹¹⁸ pupae at 72h after puparium formation (APF) and RNA prepared as described previously [1]. Library preparation and Illumina sequencing were performed by LC Sciences (Houston, TX). Libraries were sequenced as stranded, paired, 100 bp length to a depth >70 million reads. Data is available from GEO under accession number (submitted, not yet available). Sequenced libraries were mapped to the *Drosophila* genome (BDGP6.22) using STAR or processed with fortuna.

3.3 RT-PCR on *Drosophila* IFM

IFM was dissected from 1d adult w¹¹¹⁸ flies, and RNA isolated using TRIzol (Invitrogen) following the manufacturer protocol. Reverse transcription and cDNA synthesis was performed with the Luna Universal One-Step RT-qPCR Kit (NEB). Events were PCR amplified with the following primers: Bru1Ex10FOR- TCGAGTTTTGCCAATACGTCGGG, Bru1Ex18REV- CCTCTACTCGATGTGTCCGTT-TAACCTT (annotated isoform 1811 bp, novel isoform 1371 bp), btEx34FOR- ATGATGACGGTG-GTTGTGAA, btEx38REV- TACCAGTGGCGGTATCCATT (annotated isoform 2733 bp, novel isoform 933 bp), upEx2FOR- AGGTCGTCGAGGAGGAAGAT, upEx6REV- CCTTCTTCAAGGCTTTGTGC (annotated isoforms 566 bp, novel isoform 406 bp). 

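The event in up was read in all 3 tissues, and its normalized read count was highest in leg. The RT-PCR on adult IFM is not analysed here. In up (FBgn0004169), troponin T of the thin filament on chromosome X from 13593474 to 13602578, the event from 13594050 to 13595150 joins exons 10 and 7 of the transcript FBtr0073851, which lies on the minus strand, and leaves out 2 exons of 160 coding bases. The leg libraries had 15034 and 16198 reads over it, against 10481 and 22935 in IFM and 3225 and 3267 in brain. Its normalized read count was 29400 ± 2837 in leg, 10620 ± 2317 in IFM and 4372 ± 500 in brain (SD, n = 2 libraries each). The log2 fold change of IFM over leg was -1.47 (standard error 0.29, adjusted p = 0.00377 from edgeR), of IFM over brain 1.28 (standard error 0.29, adjusted p = 0.00384, but 0.79 with adjusted p = 0.0719 without brain replicate 1) and of brain over leg -2.75 (standard error 0.31, adjusted p = 0.000461). Relative to the expression of up, IFM over brain turned to -1.74 (adjusted p = 0.00346 from edgeR) and brain over leg lost its call, at 0.12 (adjusted p = 0.894). In the authors' deposited table of exon use, the skipped bin from 13594285 to 13594363 had a log2 fold change of -3.06 for IFM over leg (adjusted p = 4.4e-08), and the other skipped bin, from 13595004 to 13595084, 0.98 (adjusted p = 1.0). The same bins had -2.59 (adjusted p = 1e-06) and 1.56 (adjusted p = 1.0) for IFM over brain in the authors' deposited table. The bin from 13594830 to 13594908, inside the span of the event but not among the exons it skips, had 3.79 for IFM over leg (adjusted p = 5.06e-07) and 5.88 for IFM over brain (adjusted p = 0.00244) in the authors' deposited table.

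**Figure D7:**
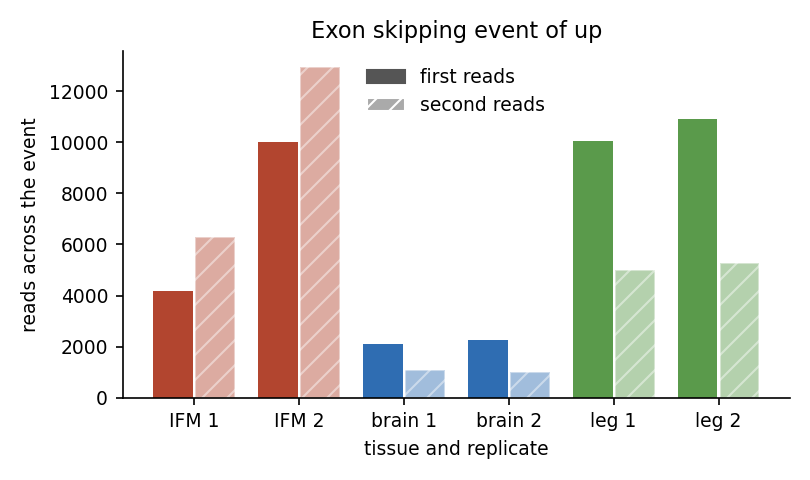
Reads across the up event on the vertical axis for each library on the horizontal axis. Solid bars are first reads and hatched bars second reads, 10046 and 4988 in the first leg library.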

PCR products were verified based on expected length and Sanger sequencing.

References

- [1] S. Kao, E. Nikonova, K. Ravichandran, and M. L. Spletter. Dissection of *drosophila melanogaster* flight muscles for omics approaches. *JoVE Journal*, 152:e60309, 2019.

How the deposited data were processed for this re-analysis (not part of the article)

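RNA of indirect flight muscle (IFM), brain and whole leg at 72 h after puparium formation was sequenced by the authors from 2 replicate libraries per tissue, 6 libraries in all. The authors ran fortuna on each read end and deposited 12 tables of raw read counts per unannotated event, with chromosome, start, end and event type. For genes, the authors aligned reads to BDGP6 with STAR 2.7.3a and SAMtools 1.1, counted them with featureCounts of Subread 2.0.0 and compared tissues with DESeq2 1.32.0. Their 3 deposited gene tables give log2 fold changes, a score column that is the standard error of each fold change, adjusted p-values, and a mean normalized signal over the 4 libraries of a table. The 3 deposited exon tables from DEXSeq give raw counts per exon bin and library, a log2 fold change of exon use and adjusted p-values. The DEXSeq version and the read counter behind the exon bins are not stated. The sign of the gene tables, which name no direction, was set from the summed exon bins, whose fold changes had a Spearman correlation with them of -0.953 (IFM and leg), -0.952 (IFM and brain) and -0.957 (brain and leg) across genes, so the signs were turned.

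Both read ends of a library were added, and an event was 1 combination of chromosome, start, end and type. Of 122483 events, 117494 took their gene from the annotated transcripts in the tables, 402 from the exon tables and 3233 from their position in the Ensembl annotation (BDGP6.54). Tissue totals add both replicates and hold 5305762 reads in IFM, 1403095 in brain and 1123850 in leg. A total of 150 reads stands for about 1 RPM as in the paper, and 750 reads and thresholds scaled to the reads of each tissue were alternatives. Exon bins were summed for 12391 genes. Between 135 and 136 lines of each exon table were not used, since they lack a readable bin name or a gene.

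Event counts were compared with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood F test, all libraries in 1 fit, tissue as the only factor, events with at least 50 reads, Benjamini-Hochberg adjustment at 0.05). Summed exon bins were tested in the same way. For the comparison relative to locus expression, the CPM of the gene plus 0.1 entered as an offset. DESeq2 1.42.0 gave other size factors and a Wald test. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Correlations used 100000 permutations, and shares of events have 95% Wilson intervals. Replicate numbers do not pair the tissues: the correlation of replicate differences was 0.0115 between IFM and brain, 0.0124 between IFM and leg and 0.0236 between brain and leg.

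The event test, the locus offset, the list test and the correlations were run on simulated data. Counts with the mean and spread of 14691 events received planted changes in 200 events, 50 for each of 2-fold, 4-fold, 8-fold and 16-fold, of which 0, 28, 46 and 50 were recovered. Only events with more reads than the filter demands were drawn for these changes. When all events of a locus moved with its expression, 0 of 13909 events were called with the offset and 3582 without it in the comparison of IFM and leg. These counts were built from the same offset that the fit received, so it removes the change by construction. How error in locus expression acts on the test was not simulated.

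Genes are named in the text by a rule set before the data were examined. It takes the genes the paper names, the genes of the 10 most read events of each tissue and of each group of events found in 1 tissue only, those of the 5 largest event changes per direction, the 4 members of each list with most event reads, the 5 largest gene changes per direction with a mean of at least 100, and the 10 genes with most events per tissue. The lists cover sarcomere proteins (36 genes), muscle calcium handling (13), energy metabolism (47), synaptic release (42), neuronal channels, receptors and pumps (37), axon guidance (29), cuticle, epidermis and trachea (29, of which dp found no match), splicing regulators (20), and markers of glia (9), photoreceptors (14), blood cells and fat body (10), all neurons (8) and sperm and testis (4). They were compared with Fisher's exact test, two-sided, and stand in for the paper's ontology terms, which are not analysed here. The lists of sarcomere, channel, synaptic and pan-neuronal genes and of splicing regulators hold genes that the paper names from these data. The list of axon guidance and neuron recognition takes up a term the paper finds enriched in them. Tests of these lists are therefore partly circular. The simulated reads, the comparison with other tools and the RT-PCR are not analysed here either. Results for some items that the rule would name are not reported here.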

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

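The tests of the patterns below were set before their results were seen. The alternatives with locus expression as an offset, and the simulated counts that the last test is set against, were chosen after seeing the data. Exon tables that the paper does not report on hold differences in exon use, which is why they stand here. In the authors' deposited table, 1379 exon bins in 752 genes differ in use between IFM and leg, 2327 in 1154 genes between IFM and brain, and 8542 in 3208 genes between brain and leg. Bins spanned by an exon skipping event that differs between IFM and leg were called in 4.16% of cases, against 2.84% of other bins of the same genes (odds ratio 1.49, Fisher's exact p = 2.48e-07). For IFM and brain the shares were 5.77% and 5.23% (odds ratio 1.11, exact p = 0.0627, but 1.3 and 0.000678 at an adjusted p limit of 0.001), and for brain and leg 22.9% and 23.4% (odds ratio 0.97, exact p = 0.395). The bins of a gene are not independent of each other, so these p-values may be too small.

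With locus expression as an offset, 3470 events differed between IFM and leg and 3627 between IFM and brain, but 362 between brain and leg. Depth of the IFM libraries was tested by thinning their reads over unannotated events to the mean of the brain and leg libraries. The exon counts behind the offset were not thinned. The smaller of the IFM counts stayed at 2173 beside 502 for brain and leg, which argues against depth of event reads as the whole cause. The library provider and the tissue cannot be told apart, since 0 tissues have libraries of both providers in the labels. The difference between tissues stays open beside it, as untested.

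Events that passed 150 reads in 1 tissue only were set against the reads that locus expression and depth predict elsewhere. Of 2436 IFM-only events, 22.1% were expected to pass in another tissue, of 967 brain-only events 23.8% and of 264 leg-only events 54.2%. Since events were selected by their low reads elsewhere, the same selection was made on counts simulated to follow locus expression alone, where the shares were 9.60%, 2.49% and 16.9%. The median ratio of observed to expected reads was 0.174, 0.211 and 0.0737, against 0.567, 0.649 and 0.594 in the simulated counts. Expression and depth as simulated, together with this selection, gave smaller shares than the libraries did. The simulation takes locus expression as exact, though it is estimated from 2 libraries per tissue. It cannot tell how much of the gap comes from error in that estimate, so no conclusion on expression and depth is drawn. Provider stays open for the events of IFM, and regulation of splicing by tissue was not tested.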

How the results depend on the processing

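Settings relative to locus expression, thresholds scaled to exon bins, and all settings for summed exon bins were chosen after seeing the data. Over all results and alternatives, 185 values of main results stayed on their side and 102 moved, and 10 named event values changed sign. Unless stated, the cause was not tested. The deposited gene tables hold no counts per library, so other size factors, filters, blocks and left-out replicates could not be run on them.

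Values are in the order IFM, brain, leg. For single read ends, and for a tissue with a replicate left out, limits on reads per event are halved to 75 and 2. Events with a read in both replicates numbered 46226, 36123 and 24925. At 750 reads, 921, 119 and 162 events passed, and 1956, 3265 and 2462 with the threshold scaled to the reads in the files. Exon skipping rose to 85.25%, 83.67% and 84.2% with first reads, 85.84%, 82.85% and 83.47% with second reads, 87.18%, 85.13% and 86.05% by position alone and 89.99%, 88.22% and 88.27% for events in both replicates. Leaving out a replicate gave 85.49% to 86.59%, 83.61% to 83.69% and 83.83% to 84.38%. The share of events with at most 5 reads fell to 25.99%, 24.94% and 27.93% for events in both replicates. At the halved limit of 2 reads, the share was 47.12%, 44.39% and 47.68% with first reads and 46.51%, 43.55% and 47.89% with second reads. Without a replicate it was 41.72% to 44.66%, 41.84% to 43.42% and 46.22% to 46.28% at that limit. Events with at least 150 reads were 7.537%, 4.352% and 3.924% of those in both replicates. At the halved limit of 75 reads, the share was 5.379%, 2.878% and 2.491% with first reads. With second reads it was 2.849% in brain and 2.365% in leg at that limit. Without a replicate it was 4.386% to 6.073%, 2.497% to 3.241% and 2.463% to 2.541%, also at 75 reads. Sites outside the annotation fell to 4.408%, 4.946% and 5.477% of events with at least 150 reads.

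Events in all 3 tissues were 2.266% at 750 reads, 6.798% scaled to the files and 6.551% scaled to exon bins. In IFM only, shares were 53.55% (first reads), 53.72% (second reads), 76.2% (750 reads), 18.37% (scaled to files) and 37.77% (scaled to exon bins), and 46.74% to 60.61% without a library. In leg only they were 6.597% (first reads), 17.2% (scaled to files) and 7.898% (scaled to exon bins), and 4.7% to 7.622% without a library. In brain only they were 6.988% (750 reads), 37.98% (scaled to files) and 34.02% (scaled to exon bins), and 17.61% to 26.5% without a library.

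Differing events (IFM and leg, IFM and brain, brain and leg) numbered 3965, 5048 and 3089 with at least 150 reads, where fewer events are tested. First reads gave 4114, 6007 and 3155, second reads 4505, 6617 and 3439, the locus offset 3470, 3627 and 362, and the offset with IFM thinned 2173, 2329 and 502. A replicate block gave 6583, 9996 and 5570. Leaving out a library gave 3551 to 7156, 6517 to 10659 and 3282 to 5127, where a lone library is assumed to vary like the other tissues. Without IFM replicate 1 the count for IFM and leg was 4524, without IFM replicate 2 it was 3551 and for IFM and brain 6517, and without brain replicate 1 brain and leg had 3282.

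The bru1 event reversed relative to locus expression, to -2.94 and -2.13 for IFM over leg and over brain, and to -2.80 and -1.94 with IFM thinned. The bt event reversed with second reads alone, to -7.65 and -3.02. The up event reversed for IFM over brain, to -1.74 and -1.68 thinned, while brain over leg lost its call, at 0.12 (adjusted p = 0.894 from edgeR) and 0.0678 thinned (adjusted p = 0.936), and without brain replicate 1 IFM over brain fell short of the threshold at 0.79. Genes differing between brain and leg fell to 3818 without 1 brain column of exon bins (3818 to 5434 over all columns). The odds ratio of muscle calcium genes among brain-only genes weakened to 4.28 with edgeR-based groups. No neuronal gene passed 10 events at 750 reads (0 against 6), 5 did without brain replicate 1 and 7 without replicate 2. The overlap of exon use with skips for IFM and brain strengthened to 1.3 at an adjusted p limit of 0.001, where the test passed (exact p = 0.000678). With 2 libraries per tissue, the event test recovered 0% of simulated 2-fold changes and 56% of 4-fold changes between IFM and leg, planted among better read events.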

Differences from the paper's values

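Values are called near the paper's here when neither is more than 1.5 times the other. Limits on reads per event are halved for single read ends and for a tissue with a replicate left out. The paper gives 13% of events to IFM only, 15% to leg only and 48% to brain only. The shares here are 55.2%, 5.67% and 21.5% at a fixed 150 reads. The paper's threshold is 1 RPM, which it puts at about 150 reads. Exon counts sum to 274064946 in IFM, 138700128 in brain and 154698051 in leg, so a fixed 150 reads is a looser limit in IFM. Of the alternatives set before the data were examined, only the threshold scaled to the reads in the files comes near all 3 of the paper's shares. It gives 18.4%, 17.2% and 38.0%. Single read ends, positions alone, reads in both replicates, 750 reads and leaving out any library do not. The paper states for its events overall, not by tissue, that 2% have high support. Brain and leg are near this at 2.13% and 1.79%, and IFM is not, with 4.19%, and no alternative brings IFM near it: first reads, second reads, positions alone, reads in both replicates and either replicate left out give 4.16% to 7.54%.

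IFM has about 820 events past the threshold in Fig. 6A, read by eye, in about 310 genes, against 3525 events in 952 genes here. A threshold of 750 reads gives 921 events and is the only alternative near the paper's count. Those events lie in 273 genes, which is near the paper's gene count too. Apart from other thresholds in reads, the gene count was computed under no alternative. Fig. 6C, read by eye, has about 360 events in IFM only, about 230 in IFM and leg, about 28 in IFM and brain and about 190 in leg and brain, against 2743, 357, 155 and 95 here. For IFM and leg, first reads (331), positions alone (345) and leaving out the second IFM replicate (320) come near it and the others do not, and for the other regions none does.

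In Fig. 6A the paper shows IFM with fewest events at most thresholds, whereas IFM has the most here, with 84234 of any read against 74618 in brain and 56217 in leg. With the threshold scaled to the reads in the files IFM has the fewest here as well, with 1956 events against 2462 in leg and 3265 in brain. The paper puts a larger share of events at 5 reads or fewer than the 57.2% in IFM and 58.4% in brain here, while leg has 62.8%. Of the neuronal genes it lists as having many events, 6 of 8 pass 10 events in brain here, with brp at 10 and Rdl at 7, and 8 of 8 sarcomere genes pass in IFM.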

Other observations

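mt:ND6, a subunit of mitochondrial complex I, was higher in IFM than in leg in the authors' deposited table by 12.49 on the log2 scale (adjusted p = 2.89e-16), and soti and Tpl94D, which act in sperm, by 10.00 (adjusted p = 1.87e-09) and 9.48 (adjusted p = 2.29e-08). CG7203 had -9.05 (adjusted p = 3.33e-124) in the authors' deposited table for IFM over leg, and CheA75a, of a family of chemosensory proteins, -9.69. For IFM over brain the authors' deposited table gives -8.26 for Eh, the eclosion hormone (adjusted p = 6.3e-18), and -8.07 for Dsk, a neuropeptide. For brain over leg the authors' deposited table gives 9.51 for SIFa, a neuropeptide. With exon bins summed per gene, edgeR gave 5.41 for mt:ND6 in IFM over leg (adjusted p = 0.000664) and 6.48 for SIFa in brain over leg (adjusted p = 0.0004).

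The tests of reading frame were set before their results were seen, and the count of events in a single read end was chosen after seeing the data. Skips inside coding sequence were a multiple of 3 bases in 40.7% of IFM events with at least 150 reads against 37.6% of those with 5 at most (odds ratio 1.14, exact p = 0.00457), in 40.1% against 37.5% in brain (1.12, exact p = 0.111) and in 41.6% against 37.7% in leg (1.18, exact p = 0.0621). Among skips of 1 exon the odds ratios were 1.07 (exact p = 0.392), 0.974 (exact p = 0.856) and 1.44 (exact p = 0.0203). A rule that well read skips keep the frame more often was thus not met in every tissue, nor was one that the number of skipped exons accounts for the difference. Skips of the same gene are not independent, so the exact p-values may be too small.

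Single exon skips made up 28.9% of skips in IFM, 28.2% in brain and 29.9% in leg, and the longest left out 57, 55 and 65 exons. Of events with at most 5 reads, 1.65% match an intron of the annotation used here, and of the 4950 with at least 150 reads, 106 do (2.14%). Some events rest on a single read end: of those with at least 75 reads in one end, 82 and 141 in the IFM libraries had none in the other, 44 and 37 in brain and 47 and 29 in leg. The event shared by UQCR-14 and CG32576 had 10282 second reads and 0 first reads in an IFM library. Replicates of a tissue were 10 times or more apart in 55 events of IFM, 20 of brain and 30 of leg among those with at least 150 reads. At 4702 positions an event was listed under 2 or more types, with equal reads in every library at 3657.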
